# The Landscape of Small Non-Coding RNAs in Triple-Negative Breast Cancer

**DOI:** 10.3390/genes9010029

**Published:** 2018-01-10

**Authors:** Yan Guo, Hui Yu, Jing Wang, Quanhu Sheng, Shilin Zhao, Ying-Yong Zhao, Brian D. Lehmann

**Keywords:** small RNA, miRNA, TNBCtype, biomarker

## Abstract

Triple-negative breast cancer (TNBC) is an operational term for breast cancers lacking targetable estrogen receptor expression and HER2 amplifications. TNBC is, therefore, inherently heterogeneous, and is associated with worse prognosis, greater rates of metastasis, and earlier onset. TNBC displays mutational and transcriptional diversity, and distinct mRNA transcriptional subtypes exhibiting unique biology. High-throughput sequencing has extended cancer research far beyond protein coding regions that include non-coding small RNAs, such as miRNA, isomiR, tRNA, snoRNAs, snRNA, yRNA, 7SL, and 7SK. In this study, we performed small RNA profiling of 26 TNBC cell lines, and compared the abundance of non-coding RNAs among the transcriptional subtypes of triple negative breast cancer. We also examined their co-expression pattern with corresponding mRNAs. This study provides a detailed description of small RNA expression in triple-negative breast cancer cell lines that can aid in the development of future biomarker and novel targeted therapies.

## 1. Introduction

Triple-negative breast cancer (TNBC) is an aggressive form of breast cancer, representing ~15% of cases, but ~25% of all breast cancer deaths. TNBCs are defined by their absence of estrogen and progesterone receptor expression and HER2 amplifications. Lacking these biomarkers, TNBCs are insensitive to current targeted therapies. Molecular heterogeneity, and a lack of high-frequency “driver” alterations amenable to therapeutic intervention have hindered the development of new treatments for TNBC [1]. We have previously classified TNBC into distinct transcriptional subtypes, each with unique biology and signaling [2]. Four tumor intrinsic subtypes include basal-like (BL1, BL2), mesenchymal (M), and luminal androgen receptor (LAR), each of which can be additionally classified by an immunomodulatory (IM) descriptor on the basis of immune infiltrate presence [3]. These transcriptional subtypes have been independently validated by several other groups [4,5]. The initial subtyping studies were performed on microarray gene expression, however, high-throughput sequencing (HTS) has since evolved as an unbiased method to quantify the expression of many RNA species outside of coding transcripts.

Small RNAs (sRNAs) are short non-coding RNAs (ncRNA) of 200 nucleotides or less in length. The discovery of novel sRNAs and their annotations have substantially enhanced our understanding of the complex regulation of the genome. MicroRNAs (miRNAs) are, by far, the most studied small RNA, with over 10,000 publications to date. Discovered in 1993 [6], miRNAs are single-stranded ncRNAs of 19–25 nucleotides that regulate messenger RNAs (mRNAs) through binding of the seed sequence (first 2 to 7 nucleotides) to complementary bases in 3′ untranslated regions (3’UTR) of mRNA. miRNAs have been recognized for their potential to serve as biomarkers for various diseases, including cancer [7,8,9,10,11,12]. The relatively high transcript number, stable biochemical properties under clinical conditions, and discriminating transcriptional patterns make miRNAs ideal candidates for biomarkers.

Earlier studies of sRNA have relied on low-throughput real-time quantitative polymerase chain reaction (RT-PCR) or hybridization-based microarrays. The advancement of HTS technology has substantially increased the detection limit of miRNAs, and more importantly, enabled the examination of miRNA at a single nucleotide resolution, in addition to quantifying abundance. Furthermore, HTS enables a global assessment of sRNAs and not limited to a set of previously known targets. Subsequent bioinformatics analysis of sRNA sequencing data can identify, quantify and determine the differential expression of a variety of small non-coding RNAs. Since size-selection sequencing methods are agnostic to sRNA species, it has the potential to capture many species of sRNAs that include miRNAs, miRNA isoforms (isomiRs) [13,14], transfer RNA (tRNA)-derived small RNAs (tDRs) [15,16], and other sRNAs such as snRNA, snoRNA, yRNA, 7SK, and 7SL RNAs [17,18]. IsomiRs are the isoforms of miRNA that usually have alternative or clipped seed sequences compared to reference miRNA sequences [19]. The differences in seed sequence of isomiRs can result in substantial difference in the repertoire of predicted target mRNAs [20]. In addition, transfer RNAs (tRNAs) can be detected by HTS, usually as fragments that were actively cleaved or a product of library construction. The parent tRNAs are adaptor molecules with a length typically ranging from 73 to 94 nucleotides. It is speculated that the cleavage of tRNAs by an RNAse III enzyme, angiogenin, may occur in a number of reactive conditions, to produce tRNA-derived halves (tRHs) [21,22].

The present study provides an in-depth characterization of small non-coding RNA species in TNBC, and identifies subtype-specific differences in major non-coding RNA species detectable: micro RNA (miRNA), miRNA isoforms, transfer RNA (tRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), Y RNA (yRNA), single recognition particle RNA (7SL RNA), and 7SK RNA. These data validate previously identified pathways, and highlight potential biomarkers for future studies.

## 2. Methods

### 2.1. High-Throughput RNA Sequencing

We cultured 26 TNBC cell lines (BT20, BT549, CAL120, CAL148, CAL51, DU4475, HCC1143, HCC1187, HCC1395, HCC1599, HCC1806, HCC1937, HCC38, HCC70, HDQP1, HS578T, MDAMB157, MDAMB231, MDAMB436, MDAMB453, MDAMB468, MFM223, SUM159, SUM185, SW527) for this study; the cell culture procedures were previously described [2]. Sub-confluent cells (1–2 × 10^6^) were harvested and sRNA isolated (mirVana, Thermo Fisher, Waltham, MA, USA) using a standard spin protocol. RNA quality assessment and RNA-seq was performed by the Vanderbilt Technologies for Advanced Genomics core (VANTAGE, Nashville, TN, USA). Libraries were prepared using the TruSeq Small RNA sample preparation kit (Illumina, San Diego, CA, USA). The sRNA protocol specifically ligates RNA adapters to mature miRNAs harboring a 5′-phosphate and 3′-hydroxyl group as a result of enzymatic cleavage by RNase III processing enzymes, e.g., Dicer. In the first step, RNA adapters were ligated onto each end of the sRNA, and reverse transcription was used to create single-stranded cDNA. This cDNA was then PCR amplified for 18 cycles with a universal primer, and a second primer containing one of 20 uniquely indexed tags to allow multiplexing. Size-selection of the cDNA constructs was performed using a 3% gel cassette on the Pippin Prep (Sage Sciences, Beverly, MA, USA) to include only mature miRNAs and other sRNAs in the 5–40 bp size range, and to remove adapter–adapter products. The resulting cDNA libraries then underwent a quality check on the Agilent Bioanalyzer HS DNA assay (Agilent, Santa Clara, CA, USA) to confirm the final library size, and on the Agilent Mx3005P quantitative PCR machine, using the KAPA library quantification kit (Illumina, San Diego, CA, USA) to determine concentration. A 2 nM stock was created, and samples were pooled by molarity for equimolar multiplexing. From the pool, 10 pM of the pool was loaded into each well of the flow cell on the Illumina cBot for cluster generation. The flow cell was then loaded and sequenced on the Illumina HiSeq 3000 to obtain at least 15 million single end (1 × 50 bp) reads per sample. The raw sequencing reads in BCL format were processed through CASAVA-1.8.2 for FASTQ conversion and de-multiplexing. The chastity filter from Illumina’s Real-Time Analysis software was applied, and only PF (pass filter) reads were retained for further analysis. Raw data files available at Gene Expression Omnibus under the accession GSE108286.

We also performed total RNA-seq on the 26 TNBC cell line for comparative purpose. Total RNA was isolated with the Aurum Total RNA Mini Kit (Bio-Rad, Hercules, CA, USA). All samples were quantified on the QuBit RNA assay (Thermo Fisher, Waltham, MA, USA). RNA quality was checked using Agilent Bioanalyzer. RNA integrity number (RIN) for both sRNA and total RNA was 10. The ribosome RNA reduction was performed using the Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat) (Epicentre, Madison, WI, USA). The RNA libraries were sequenced on Illumina High HiSeq 3000 with paired-end 100 base pair long reads.

### 2.2. Bioinformatics and Data Analyses

HTS data processing was performed using a custom in-house data analysis pipeline Tiger [15] for sRNA sequencing data processing. Cutadapt [23] was used to trim 3′ adapters for raw reads. Multi-perspective quality control [24] on raw data was performed using QC3 [25]. All reads with length less than 16 nucleotides were discarded. The adaptor-trimmed reads were formatted into a non-redundant FASTQ file, where the read sequence and copy number was recorded for each unique tag. The usable unique reads were mapped to the whole genome by Bowtie1 [26], allowing only one mismatch per read. In addition, our pipeline takes into consideration non-templated nucleotide additions [27,28,29,30] at the 3′ end of miRNAs during alignment, resulting in more accurate miRNA expression quantification. The miRNA coordinates were extracted from miRBase [31]. The tRNA coordinates were prepared by combining the latest UCSC tRNA database GtRNAdb [32] with the tRNA loci of mitochondria from the Ensembl database [33]. The coordinates of snRNA, snoRNA, yRNA, 7SK, and 7SL were extracted from the Ensembl database. The tRNA reads were used not only for tRNA quantification, but also for tRNA mapping position coverage analysis. sRNAs were divided into seven major categories: miRNAs (including isomiR), tRNAs, 7SK, 7SL, yRNA, snoRNAs, and snRNAs. IsomiRs were detected by matching alignment of the reads at +1 or +2 positions from the start of the 5′ annotation of miRNAs.

The total RNA-seq data was quality controlled following standard RNA-seq quality control protocols [24] using tools QC3 [25], and alignment was carried out using BWA [34]. The nuclear genome we used is the human reference genome GRCh38. RNA data alignment was performed by TopHat2 [35]. Read count per gene was extracted using HTSeq [36]. For total RNA-seq, we sequenced, on average, 34 million reads per sample.

Differential sRNA expression analysis among subtypes of TNBC cell lines were performed by MultiRankSeq (Nashville, TN, USA) [37]. Due to limitation on the current curation on sRNA functions, pathway analysis was only performed with miRNA. Correlation based co-expression network analysis were performed with Cytoscape (San Francisco, CA, USA). Differentially expressed miRNAs pathway analysis was performed using miRPath v3 [38]. All correlation analyses were performed with Spearman’s correlation to minimize the effect of outliers. The Cancer Genome Atlas (TCGA) miRNA and mRNA data for TNBC tumors were downloaded from Genomic Data Commons (https://portal.gdc.cancer.gov/) to validate the correlation patterns identified in this study.

### 2.3. TNBC Subtyping

We performed TNBC subtyping as previously described [2,39], using RSEM gene-level expression estimates determined from RNA-sequencing of each cell line. Cell lines were assigned one of four tumor-intrinsic TNBC subtypes: basal-like 1 (BL1), basal-like 2 (BL2), mesenchymal (M), and luminal androgen receptor (LAR) [39].

## 3. Results

To determine if different species of small RNAs species are enriched in TNBC subtypes, we performed sRNA sequencing of 26 TNBC cell lines (Table S1). 

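Small RNA libraries of 26 established triple-negative breast cancer cell lines were sequenced, with 1 library per line, so that the replicates of a subtype are different cell lines. By the subtype calls of Table S1, there were 7 BL1, 7 BL2, 6 M and 4 LAR lines, and 2 lines that were not classified (UNS), BT20 and SW527. The authors trimmed adapters with Cutadapt, discarded short reads, mapped the remaining reads to the whole genome with Bowtie1 and assigned them to mature miRNAs of miRBase. The deposited values are estimated counts of reads for 2055 mature miRNAs without normalization, of which 2.61% were not whole numbers, and they were rounded before testing. Counts of the other sRNA species were taken from the paper's Table S2, which comes from the same libraries, and were joined to the miRNA counts by cell line. Between 1851577 and 14852384 reads per line were counted on miRNAs, with a median of 6183494. The range was 3329995 to 14852384 (median 8960105) in BL1 lines, 3510208 to 11984136 (median 5416985) in BL2 lines, 3019270 to 14172408 (median 4130604) in M lines and 1851577 to 12252637 (median 11288464) in LAR lines. BT20 had 2728621 and SW527 had 10865528 miRNA reads. Over all sRNA species, 5372467 to 16525996 reads per line were counted, with a median of 10981792. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization over every miRNA with a read, and an miRNA with a Benjamini-Hochberg adjusted p-value under 0.05 was called differential. In each comparison of a subtype with all other lines, the unclassified lines were among the others. Measures of whole lines, such as a share of reads, were compared by exact two-sided permutation tests. The choices that could change these numbers include the filter on low counts, the test, whether each group has a mean of its own in the model, and whether the unclassified lines take part. The reads carry no molecular identifiers, so precision from depth covers counting error only.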

After quality control, we generated a sRNA dataset that identified 823 miRNAs, 3762 isomiRs, 52 tRNAs, 134 snRNAs, 305 snoRNAs, 250 yRNAs, 57 7SK RNAs, and 33 7SL RNAs (Table S2). 

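In the deposited table, 823 of the 2055 miRNAs had a mean of at least 5 reads over the 26 lines, and they held 99.982% of all miRNA reads. The other 1232 miRNAs had a lower mean, and 430 miRNAs had at least 1 read in every line. Table S2 lists 822 miRNA rows, all of which were found in the deposited table with the same counts, together with 51 tRNA, 134 snRNA, 305 snoRNA, 250 yRNA, 57 7SK and 33 7SL rows. The isomiRs were not analysed here. In the joined table, miRNAs made up 62.6% ± 20.5 (SD, n = 26 lines) of the sRNA reads of a line, tRNAs 24.2% ± 17.1, snoRNAs 7.59% ± 6.15 and yRNAs 5.12% ± 3.95. The remaining species were rare, with 0.533% ± 0.391 for snRNAs, 0.0325% ± 0.0731 for 7SK RNAs and 0.0164% ± 0.0103 for 7SL RNAs. The 10 most abundant miRNAs of a line took 64.4% ± 6.35 of its miRNA reads.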

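By subtype, the deposited miRNA reads made up 65.4% ± 24.8 (SD, n = 7 lines) of the sRNA reads in BL1 lines, 62.6% ± 16.7 (n = 7) in BL2 lines, 57.0% ± 19.3 (n = 6) in M lines and 65.4% ± 28.8 (n = 4) in LAR lines. The subtype means differed by less than the SD within any subtype. The same held for tRNA reads, which took 24.3% ± 22.9 in BL1, 26.2% ± 18.3 in BL2, 27.3% ± 14.8 in M and 19.6% ± 15.7 in LAR lines. The snoRNA share was 6.02% ± 2.36 in BL1, 4.61% ± 1.88 in BL2, 9.54% ± 5.11 in M and 9.36% ± 11.6 in LAR lines, the last with 26.6% in SUM185 and at most 4.77% in the other LAR lines. Differences between subtypes in these shares were not tested here.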

We observed a slight sRNA preference by TNBC subtype. 

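miRNAs with at least 5 reads numbered 614 ± 95.8 (SD, n = 6 lines) in M lines and 687 ± 87.0 (n = 20) in all other lines, a difference of −73.2 (exact two-sided permutation test, p = 0.0935). The means were 684 ± 84.0 (n = 7) in BL1, 706 ± 88.1 (n = 7) in BL2 and 678 ± 92.4 (n = 4) in LAR lines. Thinning every line at random to 1851575 miRNA reads moved this comparison most, to a difference of −6.67 (p = 0.831 from the same exact test). snRNAs with at least 5 reads numbered 109.9 ± 16.5 (n = 7) in BL1 lines and 110.4 ± 12.1 (n = 19) in the others (difference −0.564, exact two-sided permutation test, p = 0.925), and this difference was 5.02 at 20 reads and moved most, to −8.45, after thinning (same exact test, p = 0.379). As a share of all sRNA reads, snRNAs took 0.564% ± 0.443 in BL1 lines and 0.522% ± 0.384 in the others (p = 0.798, exact two-sided permutation test). 7SK RNAs with at least 5 reads numbered 42.7 ± 19.4 in BL1 lines and 36.8 ± 17.3 in the others, a difference of 5.87 (p = 0.474, exact two-sided permutation test). The difference was 0.256 at 1 read (same exact test, p = 0.987) and 12.2 at 10 reads (p = 0.135). It was 13.5 at 15 reads (same exact test, p = 0.0769) and 14.2 at 20 reads (p = 0.0601), without passing the threshold. By subtype, the number at 20 reads was 28.1 ± 21.1 in BL1, 13.1 ± 9.37 in BL2, 10.3 ± 7.53 in M and 11.8 ± 9.00 in LAR lines. At 5 reads the means were 42.7 in BL1, 37.0 in BL2, 34.3 in M and 34.0 in LAR lines, and at 1 read M lines had the highest, 55.2 against 54.6 in BL1. The 7SK share was 0.0355% ± 0.0385 in BL1 lines and 0.0315% ± 0.0833 in the others (p = 0.556, exact two-sided permutation test), with 0.374% in the unclassified line BT20. Without the unclassified lines, the difference in 7SK share was 0.0229 percentage points (p = 0.0281, same exact test), and 1 BL1 line, HCC1937, had 0.116%.

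**Figure D1:**
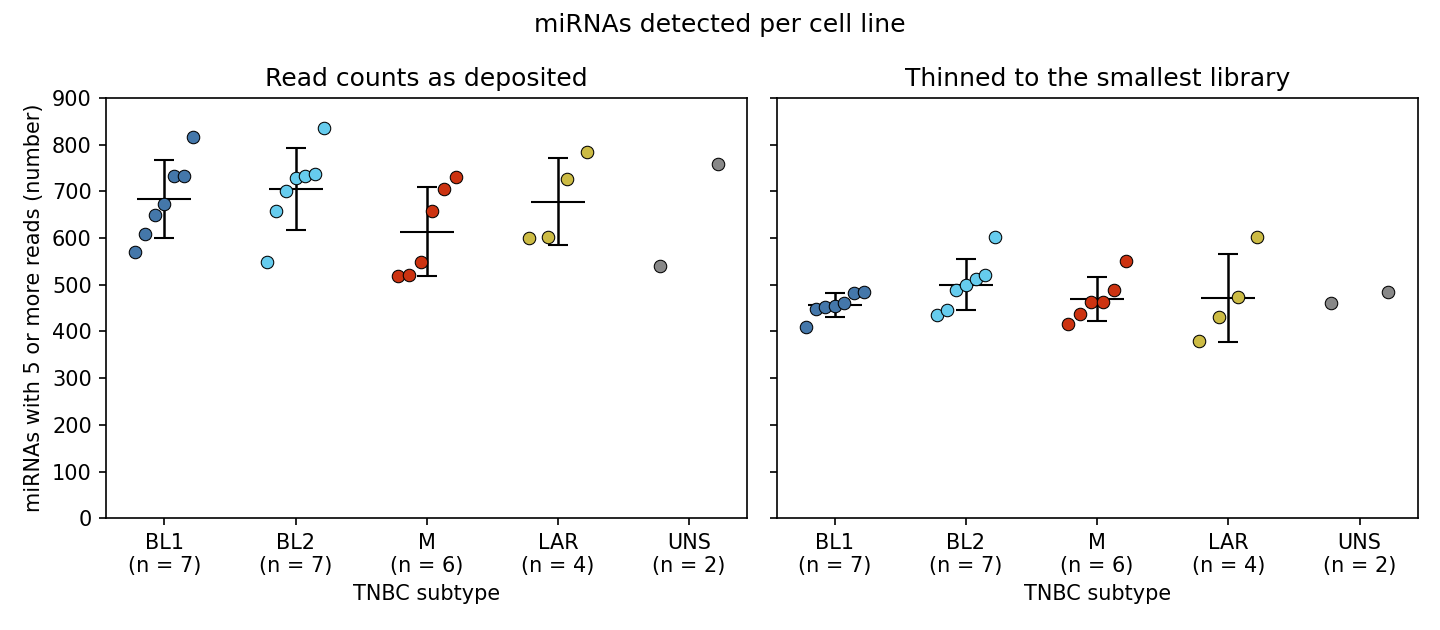
Number of miRNAs with 5 or more reads in each cell line (vertical axis) by TNBC subtype (horizontal axis), from the read counts as deposited (left) and after thinning every line to the smallest library (right). Points are lines, and horizontal bars with whiskers are the mean ± SD of subtypes with more than 2 lines. The 6 M lines lie between 519 and 731 miRNAs before thinning and the other lines between 541 and 836, with 2 M lines below all of the others.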

For example, for cell lines of mesenchymal subtype, we identified more miRNA than other subtypes, and basal-like 1 (BL1) cell lines expressed higher levels of snRNA and 7SK RNAs (Figure 1). To determine if sRNA species are associated with TNBC transcriptional subtypes, we performed unsupervised hierarchical clustering of miRNA, tRNA, snRNA, snoRNA, yRNA, and 7SL/7SK RNA species (Figure S1). 

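Average-linkage clustering of the 24 classified lines on the Spearman correlation of log2(CPM + 1) over all 2055 miRNAs, divided into 4 clusters, put 18 lines into the largest cluster and left 2 lines in clusters of their own. The adjusted Rand index between these clusters and the subtypes, which is 1 for identical groupings and near 0 for unrelated ones, was −0.00393 (permutation test with 100000 resamples, one-sided p = 0.505). The index was 0.327 with Euclidean distance and Ward linkage (same permutation test, p = 1.9e-04), the alternative that moved it most, 0.224 with the 100 most variable miRNAs (p = 0.00294) and 0.192 with complete linkage (p = 0.00811). With 5 clusters, it was −0.0301 (same permutation test, p = 0.823). Over pairs of lines, the mean correlation of miRNA levels was 0.740 for 63 pairs of the same subtype and 0.724 for 213 pairs of different subtypes (permutation test, one-sided p = 0.00182). The clustering of the other species was not analysed here.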

To identify small non-coding RNAs highly expressed in TNBC, we plotted the median expression across all cell lines by RNA species (Figure 2). 

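The 10 miRNAs with the highest median count over the 26 lines were, in this order, miR-92a-3p, let-7f-5p, miR-182-5p, miR-21-5p, let-7a-5p, miR-30a-5p, miR-222-3p, miR-181a-5p, miR-191-5p and miR-22-3p. Their medians fell from 429936 reads for miR-92a-3p and 427079 for let-7f-5p to 183077 for miR-191-5p and 176903 for miR-22-3p, and the next miRNA, miR-26a-5p, had a median of 114899 reads. With the mean in place of the median, 9 of the 10 stayed among the highest, and miR-10a-5p joined them. The shares of single lines varied widely. miR-21-5p took 8.43% ± 7.55 (SD, n = 26) of the miRNA reads, from 0.196% to 30.0%, and miR-92a-3p took 8.39% ± 5.22. miR-222-3p took 4.38% ± 3.71 and fell to 0.00244% in MDAMB453. In GRCh38, miR-21-5p matched chromosome 17 from 59841273 to 59841294, inside an exon of VMP1. miR-22-3p matched chromosome 17 from 1713914 to 1713935, in an exon of the lncRNA gene MIR22HG. miR-30a-5p matched chromosome 6 from 71403595 to 71403616, in an intron of LINC00472, and miR-222-3p matched chromosome X from 45747036 to 45747056, in an intron of MIR222HG. let-7a-5p matched the genes MIRLET7A1 on chromosome 9, MIRLET7A2 on chromosome 11 and MIRLET7A3 on chromosome 22, so its reads cannot be assigned to 1 of these genes.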

Several miRNAs (miR-92a-3p, let-7f-5p, miR-182-5p, miR-21-5p, let-7a-5p, miR-30a-5p, miR-222-3p, miR-181s-5p, miR-191-5p, miR-22-3p) were highly expressed among the cell lines (Figure 2A). There were several tRNA species highly expressed (Val_CAC, Gly_GCC, Val_ACC, Glu_CTC, Lys_CTT, Gly_CCC, and His_GTG) across the cell lines (Figure 2B), as well as yRNAs, 7SK/7SL RNAs, snRNAs, and snoRNAs (Figure 2C,D).

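Joined to the deposited miRNA counts, the tRNA row with the highest median over the 26 lines was Val_CAC with 484172 reads, or 6.58% ± 5.60 (SD, n = 26) of all sRNA reads. It was followed by Gly_GCC with a median of 357118 reads, Val_AAC with 248386, Lys_CTT with 175018, Glu_CTC with 170882, Gly_CCC with 65813 and His_GTG with 61318. The spread between lines was as large as the mean for several of them, as for Lys_CTT with 3.71% ± 5.16 of sRNA reads. Among snoRNAs, SNORD78 had the highest median (100912 reads), and among yRNAs, RNY4 did (80181 reads). RNU4_1 was the highest snRNA with a median of 4715 reads and 0.115% ± 0.150 of sRNA reads. The highest 7SK RNA, RN7SK, had a median of 514.8 reads and the highest 7SL RNA, RN7SL2, 447.5 reads. Many of these species have near-identical copies in the genome, so the division of reads between copies is uncertain.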

To identify uniquely enriched non-coding RNAs, we conducted differential expression analysis between each of the TNBC subtypes (Table 1). 

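Comparing each pair of subtypes with only their own lines in the fit, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 52 miRNAs between M and LAR (21 higher in M), 28 between LAR and BL2 (10 higher in LAR), 22 between M and BL1 (4 higher in M), 5 between LAR and BL1, 3 between BL1 and BL2 and 0 between M and BL2. The last comparison had 161 miRNAs with an unadjusted p-value under 0.05. The 3 miRNAs between BL1 and BL2, named here after their values were seen, were miR-4652-5p, miR-489-3p and miR-935, all lower in BL1. The 5 between LAR and BL1, likewise, were miR-181a-2-3p, miR-222-3p, miR-221-3p, miR-221-5p and miR-181b-2-3p, all lower in LAR. The alternative that moved these counts most was DESeq2's Wald test, which called 127 miRNAs between M and LAR, 140 between LAR and BL2, 88 between M and BL1, 58 between LAR and BL1, 35 between BL1 and BL2 and 17 between M and BL2. Pairwise comparisons of the other species and of isomiRs were not analysed here.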

Additionally, differential expression analysis was performed to identify unique sRNAs pertaining to each TNBC subtype compared to all other TNBCs (Table 2). 

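Comparing each subtype with all other lines, edgeR's quasi-likelihood test called 8 of 2052 miRNAs in BL1, 29 in BL2, 64 in M and 63 in LAR lines. All calls in BL1 and BL2, 49 of those in M and 50 of those in LAR were higher in the subtype. Most of the higher calls drew over 50% of the subtype's normalized counts from a single line, which held for 8 of 8 in BL1, 28 of 29 in BL2, 43 of 49 in M and 37 of 50 in LAR. The filter on low counts moved the numbers most for BL2 and M, to 0 in BL2 (42 miRNAs at an unadjusted p-value under 0.05) and 17 in M, with 2 in BL1 and 54 in LAR. DESeq2's Wald test called 40 miRNAs in BL1 (11 higher), 16 in BL2 (5 higher), 50 in M (13 higher) and 106 in LAR (42 higher). On simulated counts of M against the other lines with the spread seen between cell lines, in which 200 of 1974 miRNAs were changed, the test recovered 55.0% of them, and 21 of its 131 calls were false, 19 of these with a mean under 5 reads. Over 100 divisions of the real lines into groups of these sizes, the real one included, the median was 13 calls. The simulation drew each miRNA and line independently, so its false calls may be fewer than in the real data.

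**Figure D2:**
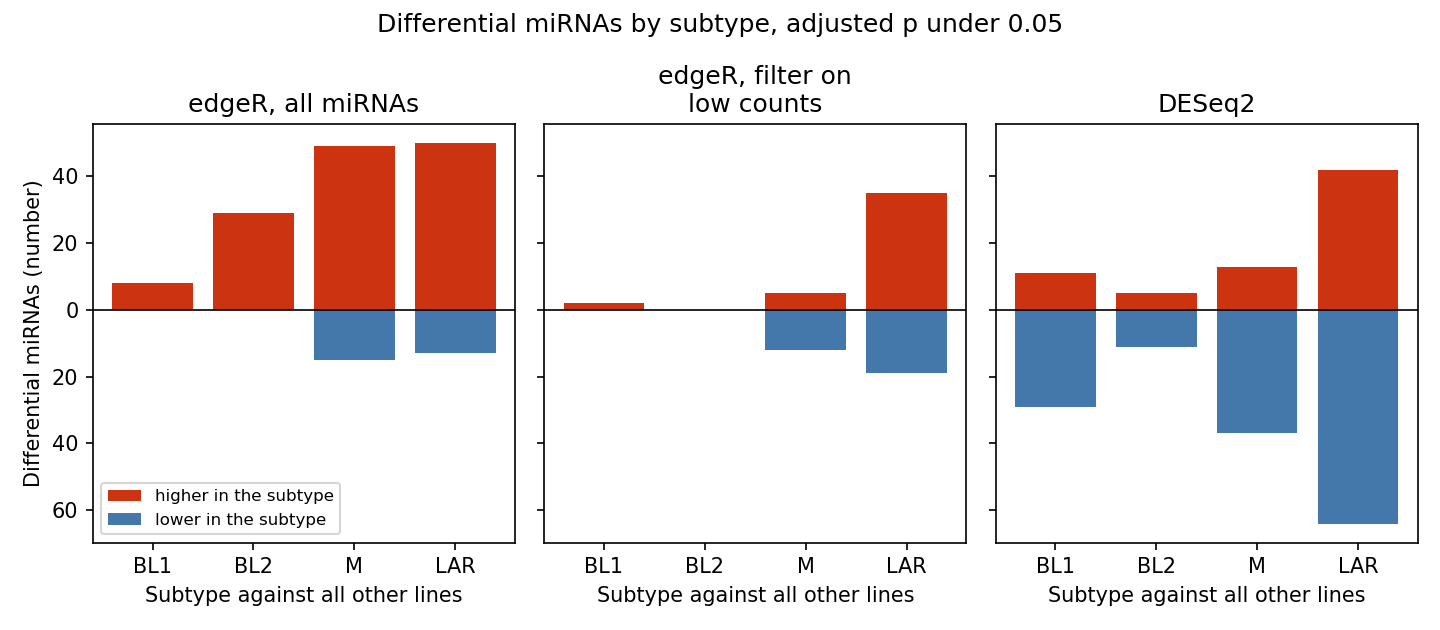
Number of differential miRNAs (vertical axis) for each subtype against all other lines (horizontal axis), with edgeR over all miRNAs, edgeR after a filter on low counts, and DESeq2. Bars above 0 count miRNAs higher in the subtype and bars below 0 those lower in it. With DESeq2 the lower calls outnumber the higher ones in all 4 subtypes, 64 against 42 in LAR.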

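Over the joined table of all sRNA species, 54 sRNAs were called in LAR lines against the other lines, of which 5 were not miRNAs. Of the miRNAs that were lower in LAR, the 3 with the smallest adjusted p-values were miR-181a-2-3p, miR-222-3p and miR-221-3p, with miR-181a-2-3p at 2.47 ± 2.88 CPM (SD, n = 4) in LAR lines and 812 ± 702 CPM (n = 22) in the others, a log2 fold change of −8.37 (standard error 1.13, adjusted p = 8.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-222-3p had a log2 fold change of −8.17 (standard error 1.13) and miR-221-3p one of −6.77 (standard error 1.01). All 3 stayed past the threshold under each of 14 alternatives. Every LAR line had less of each than every other line, with at most 6.75 CPM of miR-181a-2-3p against at least 139.9 CPM. The miRNAs with the smallest adjusted p-values among the higher ones rest on MFM223 alone. miR-371b-5p had 12252 reads in MFM223, which held nearly all of its LAR counts (99.97%), miR-4662a-3p was at least 93.9-fold higher and miR-4662b at least 78.5-fold higher, with at most 2 reads in any line outside LAR. With each LAR line left out in turn, 36 to 63 miRNAs were called.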

Not surprisingly the LAR was found to be the most unique TNBC subtype with 104 exclusive sRNAs, supporting the distinct hormonally driven biology of this subtype. 

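In BL2 lines, 29 miRNAs were called against the other lines, but 21 of them had a mean under 5 reads. miR-1269b, the call with the smallest adjusted p-value, was measured at 21.8 ± 33.6 CPM (SD, n = 7) and was at least 40.8-fold higher in BL2 than in the other lines, which had at most 3 reads each (adjusted p = 2.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MDAMB231 held 53.4% of its BL2 counts, and the median BL2 line had 0.374 CPM. miR-548y had a log2 fold change of 4.90 (standard error 0.916) with 64.4% of its counts in SUM159, and miR-370-5p had 92.5% of its counts in MDAMB157. Among the other species, 0 sRNAs were called in BL2, with 82 at an unadjusted p-value under 0.05, and 10 miRNAs were called once the unclassified lines were left out.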

BL2 was the least unique TNBC subtype with six exclusive sRNAs. 

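Over all sRNA species, 16 sRNAs were called in BL1 and 46 in M lines against the other lines. The BL1 miRNAs with the smallest adjusted p-values were miR-124-5p, miR-124-3p and miR-670-3p, whose counts came from DU4475, with 199, 1066 and 63 reads there. miR-124-3p was at least 33.2-fold higher in BL1, but DU4475 held 100% of its BL1 counts, and DESeq2's Wald test gave miR-124-3p a log2 fold change of −0.89 and miR-124-5p one of −0.57. No line outside BL1 had more than 1 read of either, so these negative values cannot rest on the reads of DU4475. DESeq2 was run with its default replacement of outlying counts. Among the higher miRNAs in M lines, miR-517c-3p, miR-519b-3p and miR-3117-3p drew 95.7%, 100% and 82.0% of their M counts from HS578T. miR-95-3p was lower in M, at 0.0861 ± 0.211 CPM (SD, n = 6) against 36.0 ± 53.0 CPM (n = 20), a log2 fold change of −8.10 (standard error 1.63, adjusted p = 0.00356, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).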

BL1 and M had 32 and 48 exclusive sRNAs respectively (Figure 3). 

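The lists of Table S3 were looked up in the fits of each subtype against all other lines. All 18 miRNAs listed for BL1, all 6 for BL2 and all 82 for LAR changed in the direction that the paper gives, as did 40 of 41 for M. By edgeR's quasi-likelihood test, 2 of the BL1 miRNAs, 4 of those for BL2, 18 of those for M and 31 of those for LAR had a Benjamini-Hochberg adjusted p-value under 0.05. At an unadjusted p-value under 0.05, these numbers were 15, 5, 38 and 80. Because the lists are the paper's calls on these same libraries, this overlap does not measure stability. Of the other species joined from Table S2, 5 sRNAs were called in BL1, 3 in M and 5 in LAR. Named here after their values were seen, they were RN7SKP286, RNU7-19P, SNORA69, SNORA68 and SNORD123 in BL1, RNU2-14P, SCARNA18 and RNU1-120P in M, and RNU5F_1, RNU4-46P and 3 Y RNAs in LAR. SNORD123, RNU1-120P and RNU5F_1 were lower in the subtype, and the others were higher.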

The complete lists of exclusive sRNAs pertaining to each TNBC subtype is listed in Table S3.

There were differences in the expression of small nuclear RNA (snRNA) components of spliceosomes, transcription elongation, and signal recognition particle complexes across TNBC subtypes. Spliceosomes are integral to eukaryotic precursor messenger RNA maturation. 

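In the fit of the deposited miRNA counts joined with the counts of Table S2, the U7 snRNA RNU7-19P was at 2.94 ± 5.09 CPM (SD, n = 7) in BL1 lines and 0.548 ± 0.301 CPM (n = 19) in the others, a log2 fold change of 2.40 (standard error 0.528, adjusted p = 0.0231, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HCC1599 held 69.7% of its BL1 counts, and the BL1 median was 0.795 CPM. RNU7-3P had a log2 fold change of 2.45 (standard error 0.615, adjusted p = 0.0604, edgeR's quasi-likelihood test), with 74.1% of its counts in HCC1599. The 6 U2 snRNAs RNU2-7P, RNU2-33P, RNU2-36P, RNU2-37P, RNU2-48P and RNU2-61P were lower in LAR lines, with log2 fold changes from −3.19 to −1.80 and adjusted p-values of 0.116 to 0.159 (same test), so that none passed the threshold. RNU2-61P, the most abundant of them, was at 96.9 ± 45.4 CPM (n = 4) in LAR lines and 795 ± 965 CPM (n = 22) in the others. With DESeq2's Wald test, each of these U2 snRNAs passed the threshold, with adjusted p-values of 0.00216 to 0.0110. RNU2-50P was not analysed here. These copies are near-identical, so reads may have been split between them by the authors' counting.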

BL1 subtype cell lines were enriched for U7 small nuclear RNAs that are involved in histone pre-mRNA processing (RNU7-19P and RNU7-3P), while the LAR subtype displayed lower levels of U2 snRNAs (RNU2-33P, RNU2-36P, RNU2-37P, RNU2-48P, RNU2-50P, RNU2-61P, and RNU2-7P). 

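The gene RN7SK, which encodes the 7SK RNA, was at 149.8 ± 229 CPM (SD, n = 7) in BL1 lines and 102.8 ± 279 CPM (n = 19) in the others, after normalization over miRNAs and the species of Table S2 together. Its log2 fold change of 0.54 (standard error 0.875, adjusted p = 0.779, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was smaller than its error. HCC1937 held 63.0% of the BL1 counts, and the highest of the other lines was the unclassified BT20 with 1248 CPM. The medians were 76.7 CPM in BL1 and 27.6 CPM in the others. Over 8 alternatives the log2 fold change was between 0.49 and 1.90, with adjusted p-values of 0.0950 (DESeq2's Wald test) to 0.802 (edgeR's quasi-likelihood test with normalization by miRNAs). Of the 7SK pseudogene copies listed in Table S3, RN7SKP286 was higher in BL1, with a log2 fold change of 2.69 (standard error 0.602, adjusted p = 0.0231, same edgeR test), from a mean of 7.08 reads per line. RN7SKP113 had a log2 fold change of 2.12 (standard error 0.562, adjusted p = 0.0871, same edgeR test). HCC1937 held 46.2% and 45.0% of their BL1 counts.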

The BL1 subtype was enriched in the 7SK snRNA component of the positive transcription elongation factor P-TEFb [40]. The secondary structure of 7SK associates with several proteins, regulating the stability and activity of the ribonucleoprotein complex. 

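The 7SL share of all sRNA reads, with the deposited miRNA counts in the total, was 0.0278% ± 0.0141 (SD, n = 6) in M lines and 0.0130% ± 0.00582 (n = 20) in the others, a difference of 0.0148 percentage points (exact two-sided permutation test, p = 0.00177). Counted per 100 miRNA reads in place of all sRNA reads, the alternative that moved the p-value most, the difference was 0.0302 reads (p = 0.0451, same exact test). HCC38 had the highest share, 0.0536%. For single genes the difference did not pass the threshold. RN7SL2 had a log2 fold change of 1.22 (standard error 0.410, adjusted p = 0.158, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the pseudogene copy RN7SL664P one of 2.05 (standard error 0.638, adjusted p = 0.112, same test), with 56.9% of its M counts in HCC38. RN7SL1 was not analysed here.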

The M subtype displayed enrichment in the 7SL snRNA, the RNA component of the signal recognition particle ribonucleoprotein complex. This universally conserved ribonucleoprotein processes the signal peptide present on proteins destined for secretion. 

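Of 5 H/ACA snoRNAs fitted with the deposited miRNA counts, SNORA68 was higher in BL1 lines, at 68.4 ± 133 CPM (SD, n = 7) against 4.29 ± 9.00 CPM (n = 19), a log2 fold change of 3.99 (standard error 0.912, adjusted p = 0.0329, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HCC1937 held 73.9% of these counts, and the medians were 1.93 CPM in BL1 and 2.38 CPM in the other lines. The log2 fold changes of SNORA11, SNORA74B, SNORA21 and SNORA48 in BL1 were −2.96, −2.08, −2.01 and −1.52, with adjusted p-values of 0.154 to 0.211 (same test). yRNAs took 5.37% ± 3.88 (n = 4) of the sRNA reads in LAR lines and 5.08% ± 4.05 (n = 22) in the others (exact two-sided permutation test, p = 0.839). Of the 6 Y RNA copies listed in Table S3, 3 passed the threshold in LAR, among them ENSG00000199938 with a log2 fold change of 2.09 (standard error 0.570, adjusted p = 0.0484, same edgeR test). The log2 fold changes of all 6 were between 1.46 and 2.25, and SUM185 held 53.5% to 73.1% of their LAR counts. With SUM185 left out, 2 other sRNAs were called in LAR and 0 of them were higher. The 3 Y RNA calls therefore depended on that line. These copies share sequence, so their counts are not independent.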

Several H/ACA family snoRNAs were differentially enriched in the BL1 subtype that include SNORA11, SNORA21, SNORA48, SNORA68, and SNORA74B that can guide 2′-*O*-methylation of target RNA. yRNAs are components of the autoantigenic Ro ribonucleoproteins were uniquely enriched in the LAR subtype. yRNAs are overexpressed in various cancers, [41] and implicated in chromosomal DNA replication and non-coding RNA quality control [42,43].

Transfer RNAs (tRNAs) are adaptor molecules, typically 76 to 90 nucleotides in length that physically link mRNA and the amino acid sequence of proteins. tRNAs deliver individual amino acids to ribosomes for protein translation. Val, Gly, Lys, Glu, and His were by far the most abundant tRNAs across all TNBC cell lines, representing ~95% of all tRNAs (Figure 4A). tRNA differential expression analysis was performed based on the anti-codon categories. 

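The tRNA rows of Table S2 were grouped by the amino acid in their names, giving 24 groups. Val, Gly, Lys, Glu and His together held 92.7% ± 3.84 (SD, n = 26 lines) of the tRNA reads, from 84.3% in HCC1395 to 97.3% in CAL51. With the reads of all lines summed before dividing, the share was 94.2%. As means over the 26 lines, Val took 39.6%, Gly 23.2%, Lys 15.1%, Glu 9.13% and His 5.62%, and the next group, Gln, 1.22%. The tRNA reads themselves varied from 4.53% to 59.3% of the reads of a line when counted together with the deposited miRNA reads.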

The only significant difference in tRNA species among TNBC subtypes were BL1 cell lines that displayed significantly less tRNA-Ser (0.07%) compared to other subtypes (0.16% BL2, 0.12% LAR and 0.17% M). 

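tRNA-Ser took 0.0824% ± 0.0672 (SD, n = 7 lines) of the tRNA reads in BL1 lines, 0.171% ± 0.183 (n = 7) in BL2, 0.140% ± 0.0909 (n = 4) in LAR and 0.177% ± 0.0978 (n = 6) in M lines. BL1 lines were lower than the other classified lines by −0.0838 percentage points (exact two-sided permutation test, p = 0.0853), which is less than the SD of those lines. In BL2, HDQP1 had 0.554% and the other lines at most 0.235%. Divided by all sRNA reads, miRNAs of the deposited table included, the difference was −0.0205 percentage points (p = 0.00481, same exact test), the alternative that moved the p-value most. In the fit over all sRNAs, tRNA-Ser-ACT had a log2 fold change of −2.71 in BL1 (standard error 0.755, adjusted p = 0.121, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and tRNA-Ser-AGA one of −1.24 (standard error 0.431, adjusted p = 0.225, same test).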

The rest tRNA anti-codon categories were represented equally in proportion for all TNBC subtypes (Figure 4B).

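Across the 4 subtypes, 0 of 24 amino acid groups differed in their share of tRNA reads (permutation test of the Kruskal-Wallis statistic with 100000 resamples, smallest Benjamini-Hochberg adjusted p = 0.256), and 3 groups had an unadjusted p-value under 0.05. These were Val, with 50.0% ± 7.02 (SD, n = 7) in BL2 and 32.3% ± 14.4 (n = 4) in LAR lines, Lys, with 9.24% ± 2.26 (n = 7) in BL2 and 20.7% ± 9.48 (n = 6) in M lines, and SeC, all 3 named after their values were seen. By anticodon, 0 of 51 groups differed after adjustment, with 7 at an unadjusted p-value under 0.05. The smallest of these were for Ser_CGA (same permutation test, unadjusted p = 0.00502) and Ser_ACT (same permutation test, unadjusted p = 0.00925). With all sRNA reads as the total, the deposited miRNA counts included, 0 groups differed and 1, Ser, had an unadjusted p-value under 0.05 (same permutation test, p = 0.0119).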

Since miRNA were the most abundant non-coding RNA species and have the ability to regulate diverse pathways by targeting mRNAs, we performed pathway analysis on miRNAs exclusive to each TNBC subtype (Table S4). As anticipated, the M subtype was enriched in miRNAs regulating mesenchymal pathways, such as Wnt signaling, TGF beta signaling, adherens junction, and axon guidance. Specifically, the miRNA-200 cluster targeting transcription factors that regulate E-cadherin were decreased in the M subtype, supporting prior published enrichment in epithelial-to-mesenchymal (EMT) genes [2].

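The miR-200 family has 9 mature miRNAs in the deposited table. Their precursors lie in 2 clusters of GRCh38, MIR200B, MIR200A and MIR429 on chromosome 1 from 1167104 to 1169087, outside other annotated genes, and MIR200C and MIR141 on chromosome 12 from 6963699 to 6964191, in an intron of the lncRNA gene MIR200CHG. The mean log2(CPM + 1) of the family was 2.34 ± 0.91 (SD, n = 6) in M lines and 7.35 ± 2.99 (n = 20) in all other lines, a difference of −5.01 (exact two-sided permutation test, p = 0.00155). A pseudocount of 5 in place of 1 moved it most, to −4.22. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, miR-141-3p had a log2 fold change of −7.77 in M against the other lines (standard error 1.48, adjusted p = 0.00348), at 17.4 ± 17.9 CPM (n = 6) and 3786 ± 4202 CPM (n = 20). miR-200c-3p had one of −7.44 (standard error 1.495, adjusted p = 0.00356, same edgeR test) and miR-200b-3p one of −6.19 (standard error 1.64, adjusted p = 0.0311, same edgeR test). miR-429, miR-200a-3p and miR-141-5p also passed the threshold, with log2 fold changes of −6.79, −6.45 and −7.26. miR-200c-5p did as well and was at least 14.4-fold lower, since no M line had more than 1 read of it. miR-200a-5p (adjusted p = 0.0530, same edgeR test) and miR-200b-5p (adjusted p = 0.0610, same edgeR test) were lower by log2 fold changes of −5.59 and −5.89 without passing it. The M lines ranged from 1.22 to 3.47. The BL1 and LAR lines lay above them, at 9.49 ± 0.46 (n = 7) and 8.29 ± 0.74 (n = 4), while the BL2 lines, at 4.69 ± 3.46 (n = 7), spread from 1.68 to 8.71. M lines were lower than BL1 lines by −7.15 (exact two-sided permutation test, adjusted p = 0.0035 over 6 pairs of subtypes) and lower than LAR lines by −5.94 (adjusted p = 0.0182, same exact test), but the difference from BL2 lines, −2.35, was not larger than the spread between lines (p = 0.196, same exact test). From the decrease of the miR-200 cluster, which targets transcription factors that regulate E-cadherin, the paper states that the result supports the enrichment of EMT genes published before for the M subtype.

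**Figure D3:**
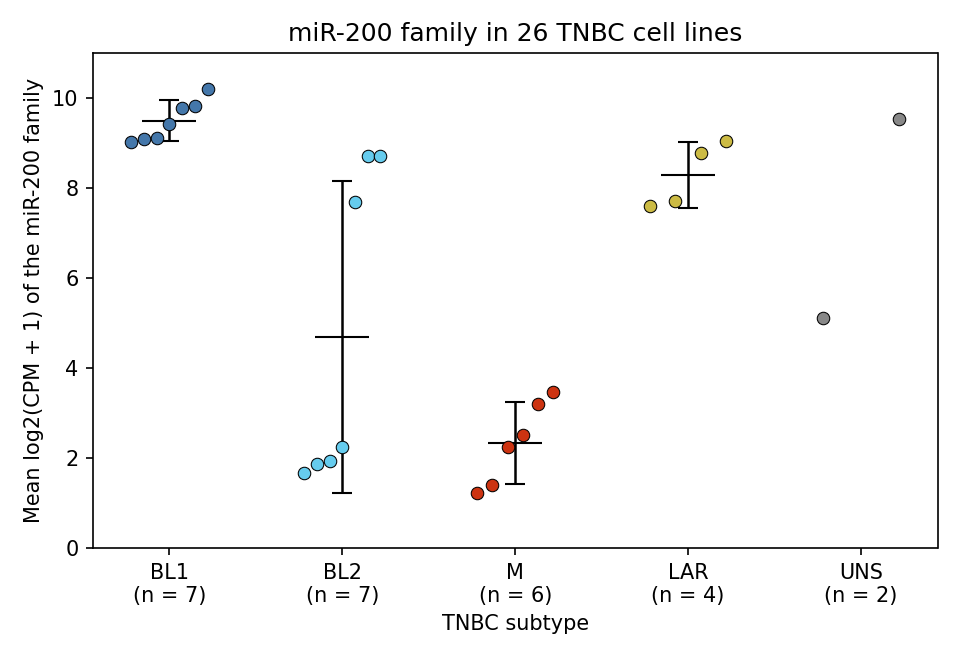
Mean log2(CPM + 1) of the 9 miR-200 family miRNAs in each cell line (vertical axis) by TNBC subtype (horizontal axis). Points are lines, and horizontal bars with whiskers are the mean ± SD of subtypes with more than 2 lines. The 6 M lines lie between 1.22 and 3.47, below all BL1 and LAR lines, and the BL2 lines reach from 1.68 to 8.71.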

We performed correlation analyses between the expression of sRNA and mRNA in TNBC cell lines. All correlations were computed using Spearman’s correlation to minimize outlier and scaling effects between datasets. We found that there is a slight bias toward positive correlation for miRNA vs. mRNA in our TNBC cell lines; this bias increased with higher absolute correlation values (Figure 5). To ensure this observation is not an artifact of our cell line dataset, we performed the same analysis using gene expression data from primary TNBC tumor in The Cancer Genome Atlas (TCGA), and observed the same bias toward positive correlation. Two additional studies [44,45] also found similar positive bias for correlations between miRNA and mRNA. The plausible explanation is that miRNAs also target inhibitive transcription factors of other mRNAs [46].

To further study the correlations in detail, we constructed a list of known tumor suppressor genes and oncogenes (Table S5). The notable miRNA gene targets altered by TNBC subtype are listed in Table 3. The correlations between miRNA and tumor suppressor genes and oncogenes were selected for co-expression analysis (Figure 6 and Figure 7). Tumor suppressor genes involved in DNA damage repair (ATM, BAP1, CHEK1, and BRCA1), chromatin modifying genes (ARID2, DNMT3A, TET2, SETD2, and GATA3) and cell cycle genes (CDKN1B and FBXW7) were enriched in the number of miRNAs negatively correlated with mRNA expression (Figure 8A). FBXW7 encodes an F-box protein and part of the ubiquitin protein ligase SKP1-cullin-F-box (SCF) complex that negatively regulates cyclin E, c-MYC, and notch1 proteins, of which cyclin E has been shown to be a specific marker in basal-like breast cancer [47]. Furthermore, CDKN1B encodes the cyclin-dependent kinase inhibitor p27 that prevents G1/S cell cycle progression by inhibiting cyclin E/cdk2-dependent Rb phosphorylation. These data implicate miRNAs in direct regulation of Rb activity, which is frequency diminished [48] or lost in basal-like TNBC [49]. Increased miRNAs that correlate with decreased DNA damage repair protein observed in TNBC cell lines may complement other mechanisms of BRCA1 pathway inactivation outside of BRAC1 mutation and promoter hypermethylation. Interestingly, miRNAs that positively correlated with mRNA expression were enriched in growth factor signaling (NF2, TSC2 and STK11) and developmental pathways (NOTCH1 and AXIN1), suggesting that these miRNAs may target a negative regulator of these tumor suppressors (Figure 8A). Oncogenes that negatively correlated with miRNAs were enriched in MAPK pathway (NRAS, BRAF, HRAS and ETV1), while positively correlated genes were enriched in MYC genes (MYC and MYCL1) (Figure 8B).

A summary network of tumor suppressor and oncogenes correlated with all sRNA species is provided in Supplemental Figures S2 and S3. Of note, many yRNA species were negatively correlated with the expression of cell cycle gene CCNE1, and these sRNAs are necessary for DNA replication through interactions with chromatin and initiation proteins [50]. Small nucleolar RNAs guide chemical modifications of other RNAs, and we identified several small nucleolar RNAs positively correlated with the splicing gene SF3B1, including SNORD116, that was identified in a bioinformatics screen to be associated with alternatively spliced genes, suggesting a role in alternative splicing [51].

## 4. Discussion

The functions of non-coding RNAs are continuously being uncovered, and are implicated in epigenetic, transcriptional, and post-transcriptional regulation. NGS has expanded our ability to investigate RNA expression outside of the coding genome. While many studies have implicated miRNAs that associate with prognosis, little is known about the expression pattern of non-coding RNAs in triple-negative breast cancers [52,53]. Using TNBC cell line models, we performed a global analysis of small non-coding RNAs. Using corresponding mRNA expression, we identified tumor suppressor and oncogenes that correlated with miRNA expression. The expression of several tumor suppressor genes was decreased, and correlated with increased miRNA expression. These were enriched in DNA damage, cell cycle checkpoints, and chromatin modifying genes. It is likely that these associated miRNAs may serve to inhibit the function of these specific tumor suppressor pathways in TNBC.

Using differential expression analysis, we identified non-coding RNAs that are associated with biological TNBC subtypes. The majority of the differentially expressed small non-coding RNAs were miRNAs, and correlation with mRNA validated several targets. The BL1 and BL2 subtypes were enriched in mRNA targeting members of the ErbB receptor tyrosine kinase family. However, the BL2 subtype displayed enrichment in miRNAs regulating Wnt signaling and pathways regulating pluripotency of stem cells. Furthermore, the BL2 subtype was enriched in miRNAs regulating calcium and cyclic GMP protein kinase G signaling, suggesting modulation of this pathway made be potentially therapeutic as in head and neck squamous cancer [54]. The LAR subtype was enriched in miRNAs regulating biosynthetic pathways known to be regulated by androgen receptor, such as fatty acid biosynthesis [55], and *N*-glycan biosynthesis [56,57]. As expected, the mesenchymal TNBC subtype is characterized by enrichment in mRNAs regulating adherens junction, axon guidance, TGF-beta, and Wnt signaling. There was enrichment in EMT gene expression and loss of epithelial markers, like E-cadherin, in the M subtype. We confirmed decreased expression of the miRNA-200 cluster and decreased E-cadherin in the mesenchymal subtype. These data support prior studies demonstrating miR200 targets the zinc finger E-box-binding homeobox (ZEB2) transcription factor suppression of E-cadherin transcription [58].

In addition to miRNA, we identified several other species that were differentially enriched in TNBC subtypes. The BL1 subtype cell lines were enriched in U7 snRNAs that are involved in histone pre-mRNA processing, likely due to the increased cell cycle and proliferation associated with this subtype [2]. The BL1 subtype was also differentially enriched in H/ACA snoRNAs that are required for telomerase activity [59]. We identified several yRNA species in the LAR subtype that may be hormone dependent. There is increasing evidence that anti-androgen targeted therapies are efficacious in this subtype [60]. yRNA fragments have recently been found in the extracellular space of cultured breast cancer cells [61]. The ability to detect yRNA fragments in serum from breast cancer patients [62] may provide an opportunity for a minimally invasive way to serially monitor this TNBC subtype during treatment, similar to PSA for prostate cancer patients. We also found the 7SL snRNA component of the signal recognition complex enriched in the M subtype, suggesting that this subtype may be more dependent on processing secreted proteins. This finding is consistent with the enrichment in mRNAs encoding secreted growth factor and developmental signaling proteins. The diversity of small non-coding RNAs present in TNBC subtypes reflects the complexity of the disease and the variety of mechanisms to regulate tumor suppressor and oncogenes.

## Figures and Tables

**Figure 1:**
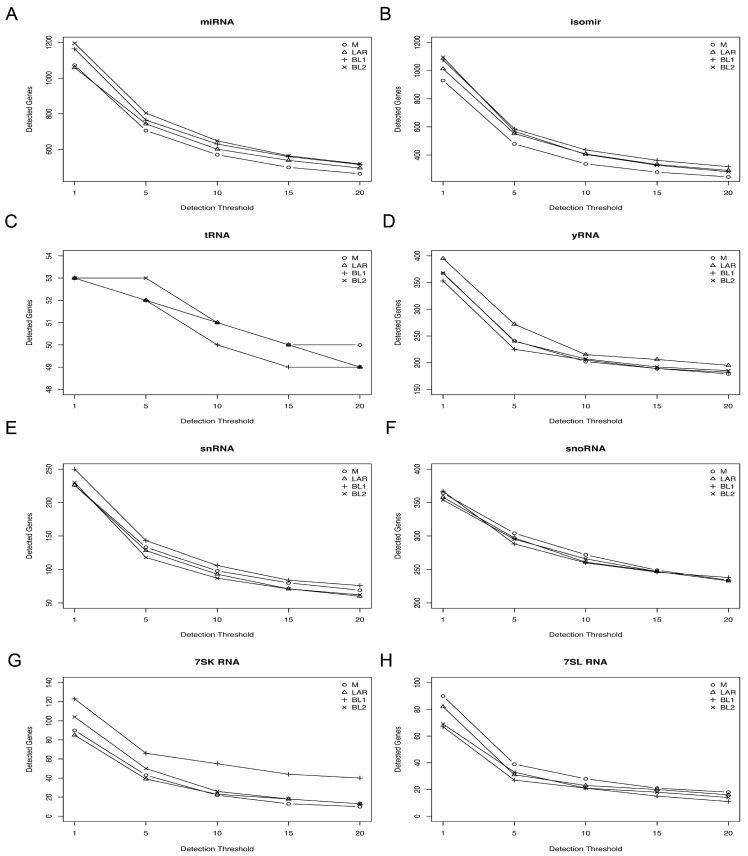
Number of detected sRNA by detection thresholds of read count. Plot shows number of sRNAs identified at incremental detection threshold (read counts) (1, 5, 10, 15, 20). The number of sRNA detected should decrease as the detection threshold increases. (**A**) miRNA, (**B**) isomer, (**C**) tRNA, (**D**) yRNA, (**E**) snRNA, (**F**) snoRNA, (**G**) 7SK and (**H**) 7SL RNA species with each triple-negative breast cancer (TNBC) subtype.

**Figure 2:**
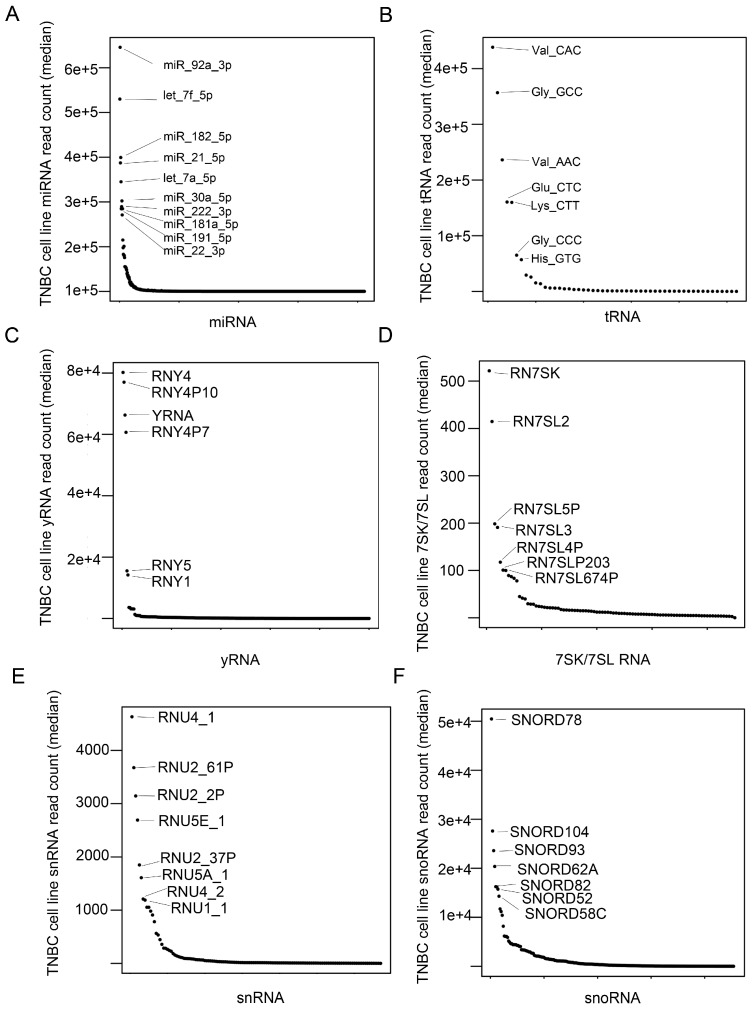
Highly expressed non-coding RNAs in TNBC cell lines. Scatterplots show median read counts for (**A**) miRNA, (**B**) tRNA, (**C**) yRNA, (**D**) 7SK/7SL RNA, (**E**) snRNA and (**F**) snoRNA across all TNBC cell lines.

**Figure 3:**
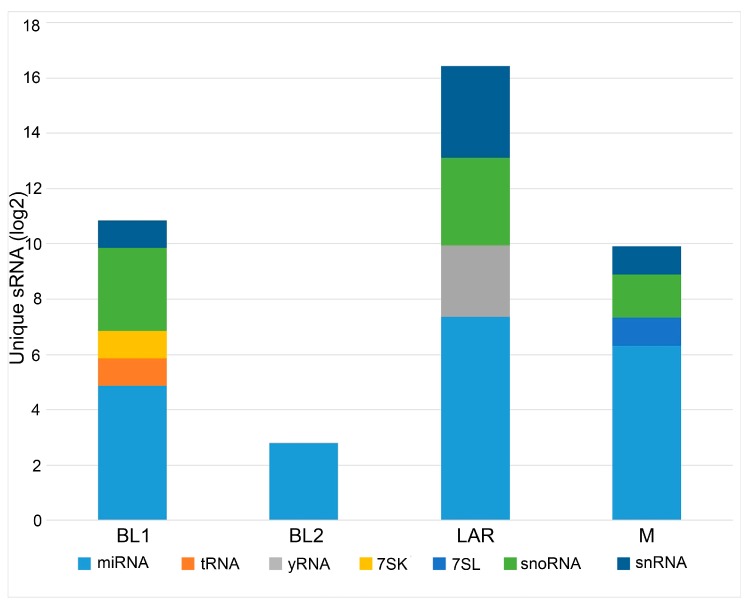
Differential enrichment of sRNAs by TNBC subtype. Barplot shows relative number of differential sRNAs colored by species type and binned by TNBC subtypes.

**Figure 4:**
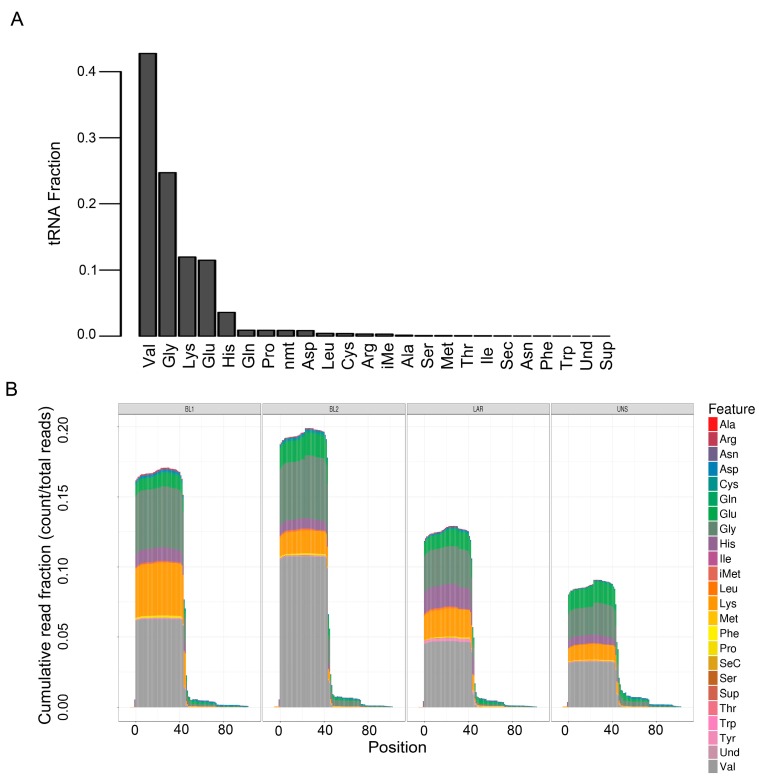
Quantification and differential enrichment of tRNA species across TNBC subtypes. (**A**) Barplot shows average fraction of tRNA species across all TNBC cell lines. (**B**) Plot shows tRNA quantification by nucleotide position for all tRNA species in cell lines grouped by TNBC subtype. The sequenced tRNA fragments overwhelmingly favor the first half (~0–40 positions) of tRNA.

**Figure 5:**
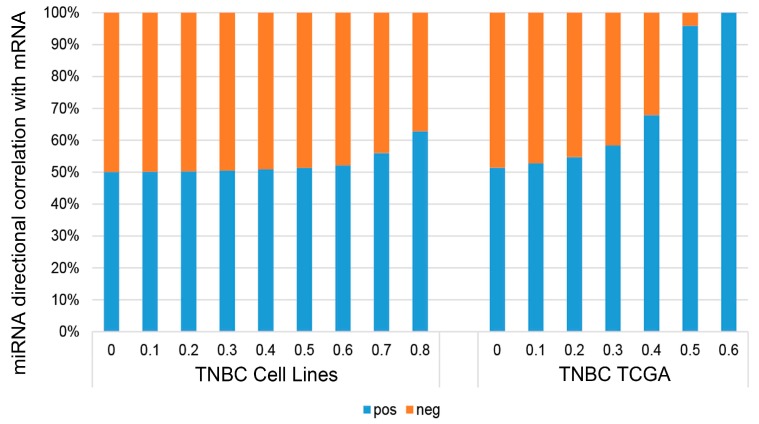
Directional correlation of miRNAs to mRNA expression in TNBC cell lines and TNBC tumors in TCGA. Barplots show the relative fractions of miRNAs that correlate either in the positive or negative direction with mRNAs binned by increasing correlation strength in TNBC cell lines and TNBC tumors in TCGA.

**Figure 6:**
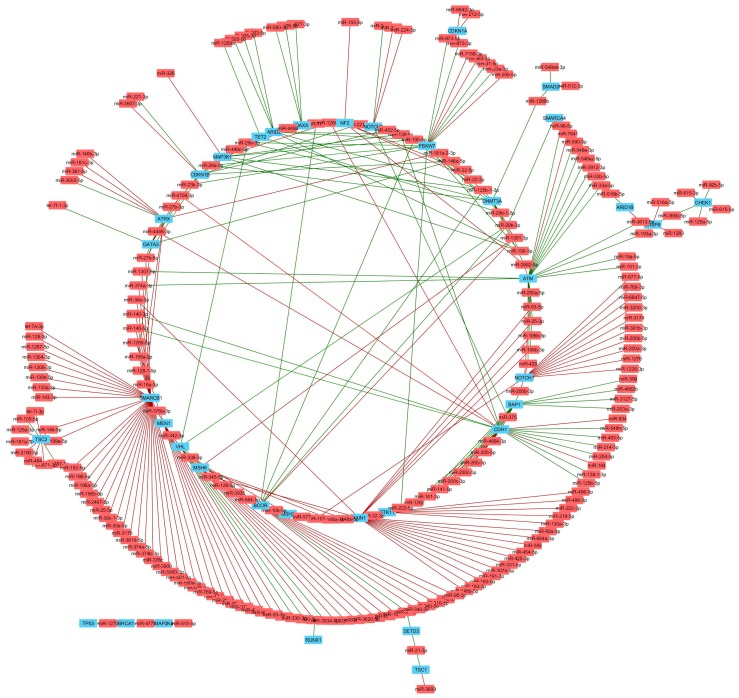
Tumor suppressor genes significantly correlated with miRNAs in TNBC. Network analysis shows miRNAs (red) that negatively (red lines) or positively (green lines) correlate with mRNA expression, or genes encoding known tumor suppressor genes (blue).

**Figure 7:**
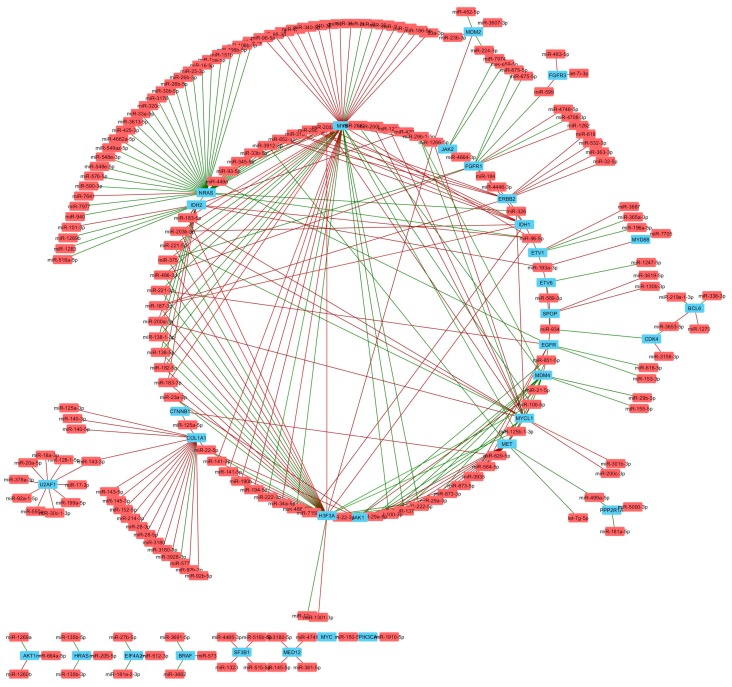
Oncogenes significantly correlated with miRNAs in TNBC. Network analysis shows miRNAs (red) that negatively (red lines) or positively (green lines) correlate with mRNA expression of genes encoding known oncogenes (blue).

**Figure 8:**
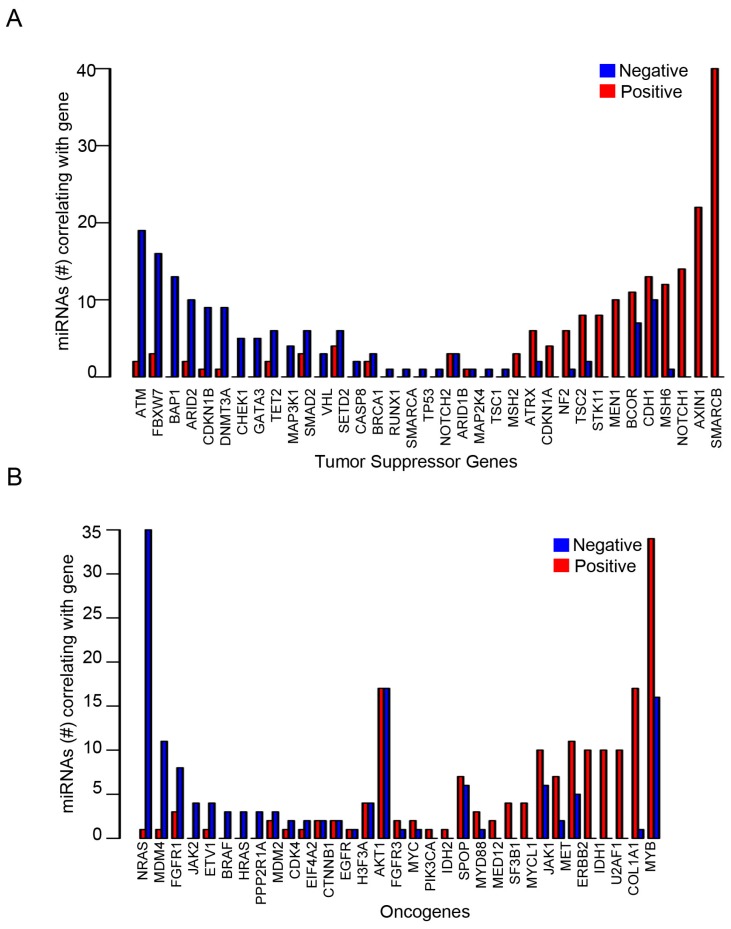
Differential enrichment of miRNAs targeting tumor suppressor and oncogenes in TNBC. Barplots show the number of miRNAs correlating in the negative or positive direction with known (**A**) tumor suppressor genes or (**B**) oncogenes in TNBC cell lines.

**Table 1:** Summary of differentially expressed sRNAs between TNBC subtypes.

Comparison	miRNA	isomiR	tRNA	snRNA	snoRNA	yRNA	7SK	7SL	Total
BL1 vs. BL2	29	33	1	1	6	0	1	0	71
LAR vs. BL2	82	74	0	9	2	0	0	0	167
LAR vs. BL1	49	40	0	9	10	2	1	0	111
M vs. BL2	26	16	0	2	6	0	0	0	50
M vs. BL1	71	84	2	3	15	0	4	2	181
M vs. LAR	105	105	0	5	19	5	0	2	241
Total	362	352	3	29	58	7	6	4	821

**Table 2:** Summary of sRNAs unique to TNBC subtypes.

Comparison	miRNA	isomiR	tRNA	snRNA	snoRNA	yRNA	7SK	7SL	Total
BL1 vs. others	18	0	2	2	8	0	2	0	32
BL2 vs. others	6	0	0	0	0	0	0	0	6
M vs. others	41	0	0	2	3	0	0	2	48
LAR vs. others	82	0	0	10	6	6	0	0	104

**Table 3:** miRNA gene targets altered by TNBC subtype.

Subtype	Gene Class	Decreased miRNA Target	Increased miRNA
BL1	Oncogene	H3F3A	HRAS, MDM4
	Tumor Suppressor	DNMT3A	CDH1, BCOR, BAP1, FBXW7
BL2	Oncogene	EIF4A2, PPP2R1A	
	Tumor Suppressor	FBXW7	
M	Oncogene	MDM4, HRAS	CDK4, EIF4A2, FGFR1, H3F3A, MDM4, MYB, MYCL1, NRAS,
	Tumor Suppressor	FBXW7, CDH1	NOTCH2, SMAD2
LAR	Oncogene	EIF4A2, HF3F3A, MDM2, MDM4, MYCL1	CDK4, EIF4A2, ETV1, FGFR1, IDH2, MDM2, MDM4
	Tumor Suppressor	GATA3, VHL	FBXW7, NOTCH2

## Supplementary Materials

The following are available online at www.mdpi.com/2073-4425/9/1/29/s1. Figure S1: Unsupervised hierarchical clustering of TNBC cell lines by sRNA species. Figure S2: Correlation network for tumor suppressors and small non-coding RNAs in TNBC cell lines. Figure S3: Correlation network for oncogenes and small non-coding RNAs in TNBC cell lines. Table S1: The 26 TNBC cell line and their subtypes. Table S2: Detected sRNA and their read counts. Table S3: Unique sRNAs pertaining to each TNBC subtype. Table S4: Pathway analysis results. Table S5: List of oncogenes and tumor suppressor genes used for co-expression.

How the deposited data were processed for this re-analysis (not part of the article)

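The data were read counts of small RNA libraries from 26 established TNBC cell lines, with 1 library per line. Subtypes were taken from Table S1 and joined to the deposited columns by cell line name, giving 7 BL1, 7 BL2, 6 M and 4 LAR lines and 2 unclassified lines. Cell lines of a subtype were treated as its replicates, so the SDs describe variation between lines and not between cultures of a line. No line was measured more than once, so the variation between cultures was not analysed here.

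According to the paper, libraries were made with the TruSeq Small RNA kit, adapters were trimmed with Cutadapt and short reads were discarded. Identical reads were collapsed with their copy number and mapped to the whole genome with Bowtie1, with allowance for non-templated additions at the 3′ end. The genome build of this mapping is not named. The authors deposited estimated counts per mature miRNA of miRBase, to which no normalization had been applied. Their fractions were taken as reads shared between the miRNAs that they match, which the paper does not spell out. The deposited table held 2055 miRNAs, 10 of its rows named several miRNAs together, and 2.61% of its values were not whole numbers. Counts of 51 tRNA, 134 snRNA, 305 snoRNA, 250 yRNA, 57 7SK and 33 7SL rows came from the paper's Table S2. Its 822 miRNA rows were checked against the deposited counts by cell line, and 0 values differed. Every column of the deposited table was used. IsomiRs, total RNA sequencing, target pathways and correlations with mRNAs were not analysed here.

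The number of miRNA reads per line was between 1851577 and 14852384, which at an miRNA level of 1 CPM is a few reads, so miRNAs with a mean under 5 reads carry a large counting error relative to their value. Reads carry no molecular identifiers, so this precision does not cover duplicates made in the PCR. Counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust estimation and the quasi-likelihood F test, over every miRNA with a read in the lines compared. A Benjamini-Hochberg adjusted p-value under 0.05 was the threshold. The standard error of a log2 fold change was taken as its size divided by the square root of F. Each subtype was compared with all other lines, the unclassified lines among them, and each of 6 pairs of subtypes was compared with only their own lines. For the other species, the deposited miRNA counts and the counts of Table S2 were put in 1 table, normalized together and adjusted together. A fold change against lines that all had 3 or fewer reads was replaced by a lower bound computed against 3 reads.

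Measures of single lines were the mean log2(CPM + 1) of the 9 mature miRNAs of the miR-200 family, numbers of sRNAs with at least 5 reads, and shares of reads. Differences of their means were tested by exact two-sided permutation tests over all divisions of the lines, so that the smallest p-value for 6 against 20 lines was 8.7e-06. Clusters came from average linkage on 1 minus the Spearman correlation, divided into 4, and were compared with the subtypes of 24 lines by the adjusted Rand index with 100000 permutations of the labels. Shares of tRNA groups were compared by permutation of the Kruskal-Wallis statistic with 100000 resamples. For the test at equal depth, lines were thinned at random to 1851575 miRNA reads or 5372466 sRNA reads. Counts were rounded before thinning, while the numbers detected without thinning used counts with their fractions, so the 2 differ in rounding as well as depth. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

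The sRNAs named are every sRNA that the paper's results text names for a subtype or as highly expressed, all miR-200 family members in the table, the yRNAs of Table S3, and, for each comparison of a subtype with all other lines, the 3 miRNAs with the smallest adjusted p-values in each direction among those past the threshold. This rule, the main tests and most alternatives were written before the data were examined. RN7SK and RN7SL2 were added to the list afterwards because the text names 7SK and 7SL, and sRNAs outside the rule are marked where they are named. RN7SL1 and RNU2-50P were not analysed here. Positions of mature miRNAs were found by exact match of their sequences to GRCh38.

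Alternatives were DESeq2's size factors in place of TMM, DESeq2 1.42.0 with its Wald test, edgeR's filter on low counts (filterByExpr), no robust estimation, counts with their fractions, the unclassified lines left out, a model with a mean for each of 5 groups, the joined table of all sRNAs, normalization of the joined table by miRNAs, and each LAR line left out in turn. For line measures they were other read minimums, pseudocounts, totals and linkages. Alternatives added after seeing the data were miRNAs with a mean of at least 5 reads, DESeq2's Wald test on the joined table, and 4 tRNA rows with the prefix nmt as a group of their own. In a preliminary tally these 4 rows, 1.63% of tRNA reads on average, had been kept apart, and that tally was seen beside the paper's values before the rows were grouped by their amino acid.

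The fits were tested on simulated data with the spread of the real lines, 6 lines against the others and 200 of 1974 miRNAs changed by a log2 fold change of 3. edgeR recovered 110 of the 200 with 131 calls, of which 16.0% were false, and DESeq2 recovered 143 with 155 calls, of which 7.74% were false. With a much smaller spread, they recovered 194 and 197 of 200, with 3.96% and 6.19% of calls false. With no change simulated, edgeR made 0 calls and DESeq2 made 2. In contrast, 100 divisions of the real lines into groups of the same sizes, the real one included, gave edgeR a median of 13 calls and at most 116. The simulated counts were drawn independently for each miRNA and line, so these false calls may be fewer than in the real data.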

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

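All tests of explanations in this part were chosen only after the results were seen. In a group of 4 to 10 lines, a line was singled out when its gap to the nearest other line, divided by the range of the group, was above the 95% critical value of Dixon's test. This singled out 24 of 107 groups of values, where chance gives about 5.3. Of these, 10 were among 56 groups of line measures and 14 among 51 named sRNAs, and the miRNAs were in part named because they were called, which favours those that a single line drives. Each subtype holds different cell lines, so a line that stands apart may differ in its biology or in its library, and no biological explanation was tested. How the shares of a line were read was also revised after the outcome was seen. At an earlier stage, another line with a somewhat higher miRNA or tRNA share counted against an explanation, which went against it for HCC1937, CAL120 and HDQP1. In the version given here, only a line with an equal or lower share ruled an explanation out. Lines with a somewhat higher share counted as mixed evidence.

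HCC1806 had 92 snRNAs with at least 5 reads, while the other BL2 lines had 108 to 119. It also had the fewest sRNA reads of all lines, 5372467. After thinning every line to the same number of reads, its number was no longer apart, since the farthest line was then MDAMB157 and its gap was 0.179 of the range, below the critical value. HCC1806 itself then had 95, and the other BL2 lines had 71 to 99. Its number rose from 92 because counts were rounded before thinning, which took no reads from this smallest library. HCC1806 had the highest snRNA share of the BL2 lines, so equal totals left the other lines with fewer snRNA reads. The thinning therefore cannot decide whether sequencing depth was the cause. The snRNA share of HCC1806 was 1.48% of sRNA reads, against 0.176% to 0.739% in the other BL2 lines. Its miRNA share was 71.0% and SUM159, with 38.4%, had a snRNA share of 0.342%, so few miRNA reads in the library do not explain the value. Among the reads other than miRNA, HCC1806 was still the farthest BL2 line, with a gap of 0.496 of the range, below the critical value. No other explanation of the share was tested.

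SUM185 had the lowest miRNA share of the LAR lines, 24.3%, and the fewest miRNA reads of all lines, 1851577, apart from the other LAR lines. Its snRNA share was 0.573%, against 0.0780% to 0.141% in the other LAR lines, and its snoRNA share was 26.6%, against 1.34% to 4.77%. Among the reads other than miRNA, SUM185 was no longer the line farthest from the others, which was CAL148, with gaps of 0.435 of the range for snRNAs and 0.848 for snoRNAs, the latter above the critical value. No other LAR line had as low a miRNA share, so these patterns cannot be told apart from few miRNA reads in the library.

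HCC1937, with a miRNA share of 26.9%, had a 7SK share of 0.116%, against 0.00116% to 0.0401% in the other BL1 lines, and a snoRNA share of 10.9%, against 3.93% to 6.43%. Among the reads other than miRNA, the farthest BL1 line was HCC1599 for 7SK RNAs, with a gap of 0.148 of the range, and HCC1143 for snoRNAs, with 0.202, both below the critical value. MDAMB468, however, had a miRNA share of 35.1% with a 7SK share of 0.0116% and a snoRNA share of 6.14%, so the evidence is mixed and these patterns cannot be told apart from few miRNA reads in the library. CAL120 had a yRNA share of 15.5%, against 1.67% to 6.70% in the other M lines, and a miRNA share of 40.7%. HCC38 and BT549, with miRNA shares of 41.7% and 43.7%, had yRNA shares of 1.83% and 6.70%. These values argue against few miRNA reads as the only cause. Among the reads other than miRNA, however, the farthest M line was HCC1395, with a gap of 0.412 of the range, below the critical value. The evidence is therefore mixed, and whether few miRNA reads contributed to the value of CAL120 cannot be told. No other explanation of these shares was tested. HCC1395 itself had 14172408 miRNA reads, apart from the other M lines with 3019270 to 4750086. Its total of 16211218 sRNA reads and its miRNA share of 87.4% were both the highest of the M lines, so total depth alone does not account for it, and no other explanation was tested.

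HDQP1 had a tRNA-Ser share of 0.554% of tRNA reads, against 0.0216% to 0.235% in the other BL2 lines. It also had the lowest tRNA share of the BL2 lines, 9.34%. As a share of all sRNA reads, the gap of HDQP1 for tRNA-Ser was 0.245 of the range, below the critical value, although it was still the farthest line. MDAMB231, with a tRNA share of 13.2%, had a tRNA-Ser share of 0.126%, so the evidence is mixed and the pattern cannot be told apart from few tRNA reads in the library.

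Of the named sRNAs, 13 stood apart because a single line had more than the others of its subtype, and 1, miR-222-3p, because a line had less. The test was whether the line had fewer than 5 reads, in which case the value would be counting noise. This held for miR-200c-5p in CAL120, with 1 read and a log2(CPM + 1) of 0.43. miR-95-3p in HCC1395 had 5 reads (0.60), at the limit. In the remaining cases a handful of reads was not the explanation. In DU4475 there were 199 reads of miR-124-5p (4.67), 1066 of miR-124-3p (7.05) and 63 of miR-670-3p (3.13). MDAMB157 had 50 reads of miR-370-5p (2.86), and HS578T had 44 of miR-517c-3p (3.13) and 24 of miR-519b-3p (2.38). MFM223 had 1357 reads of miR-4662a-3p (7.64), 12252 of miR-371b-5p (10.81) and 1135 of miR-4662b (7.39). MDAMB453 had 299 reads of miR-222-3p (4.50), against values of 7.74 to 7.92 in the other LAR lines. HCC1599 had 255 reads of RNU7-19P (3.94) and 222 of RNU7-3P (3.75). No other explanation of these values was tested.

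Calls among miRNAs with a mean under 5 reads, which are outside the rows of Table S2, numbered 2 in BL1, 21 in BL2, 34 in M and 19 in LAR against all other lines, 2 between LAR and BL2, 1 between M and BL1 and 1 between M and LAR. For the comparisons with all other lines, low counts and the reads of a single line were each tested. Among miRNAs with a mean of at least 5 reads, 6 of the 8 higher calls in BL1, 4 of the 29 in BL2, 15 of the 49 in M and 31 of the 50 in LAR were also called. These numbers largely follow from how many calls had a lower mean and cannot show whether low mean counts were the cause. After edgeR's filter on low counts, the numbers were 2 in BL1, 0 in BL2 (42 miRNAs at an unadjusted p-value under 0.05), 5 in M and 22 in LAR, but this filter also leaves out miRNAs that are seen in a single line and cannot tell low counts from that. Over 50% of the subtype's normalized counts came from a single line for 100% of the higher calls in BL1, 96.6% in BL2, 87.8% in M and 74.0% in LAR, against 47.5%, 44.5%, 52.1% and 68.7% of the miRNAs that were not called. The reads of a single line therefore remain as an explanation of the higher calls, although in LAR the excess over the miRNAs not called was small. In the simulated data, 19 of the 21 false calls of edgeR had a mean under 5 reads.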

How the results depend on the processing

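Most alternatives changed 1 choice at a time, but some changed several together. DESeq2's Wald test also brought its own size factors, estimate of the spread and handling of outlying counts, and on the joined table it changed the table too. In comparisons with all other lines, the model with 5 groups also left the unclassified lines out of the contrast and weighted the other subtypes equally. Ward linkage was used with Euclidean distance. The alternatives with miRNAs of a mean of at least 5 reads, with DESeq2's Wald test on the joined table, and with separate nmt rows were chosen after seeing the data. All tests with other divisions of the lines were chosen only after the results were seen. No paired analysis was possible because each cell line was measured in a single library and belongs to a single subtype.

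The decrease of the miR-200 family in M lines kept its direction and its side of the threshold under each of 5 alternatives, with differences from −5.75 to −4.22 (main −5.01). The same held for the 7SL share in M lines, which was higher under each of 3 alternatives with p-values of 0.00215 to 0.0451 (exact two-sided permutation tests). Fewer miRNAs were detected in M lines under each of 6 alternatives, with differences from −77.4 to −6.67 and p-values of 0.0733 to 0.831 (same tests), none past the threshold. Depth limits this comparison, because the M lines had the lowest median number of miRNA reads of the 4 subtypes. The number of 7SK RNAs in BL1 lines differed by 0.256 to 14.2 (p-values of 0.0601 to 0.987, same tests) and the snRNA share by 0.0381 to 0.116, without passing the threshold. The share of the 5 tRNA groups stayed between 92.5% and 94.2%, and 0 tRNA groups differed among subtypes under each of 3 alternatives (at an unadjusted p-value under 0.05, 3 with separate nmt rows, 7 by anticodon and 1 with all sRNA reads as the total).

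The counts of differential sRNAs depended on the processing more than the line measures did. With DESeq2's Wald test in place of edgeR's quasi-likelihood test, 40 miRNAs (11 higher) were called in BL1 against the other lines in place of 8 (8 higher), 16 (5 higher) in BL2 in place of 29 (29 higher), 50 (13 higher) in M in place of 64 (49 higher) and 106 (42 higher) in LAR in place of 63 (50 higher). Of the main calls, 2 in BL1, 4 in BL2, 20 in M and 34 in LAR were also called by DESeq2. Between pairs of subtypes, DESeq2 called 35 (10 higher) for BL1 against BL2 in place of 3 (0 higher), 140 (40 higher) for LAR against BL2 in place of 28 (10 higher), 58 (19 higher) for LAR against BL1 in place of 5 (0 higher), 17 (1 higher) for M against BL2 in place of 0 (161 miRNAs at an unadjusted p-value under 0.05), 88 (39 higher) for M against BL1 in place of 22 (4 higher) and 127 (70 higher) for M against LAR in place of 52 (21 higher). Among the other species, it called 13 (7 higher) in BL1 in place of 5 (4 higher), 2 (0 higher) in BL2 in place of 0 (82 at an unadjusted p-value under 0.05), 5 (3 higher) in M in place of 3 (2 higher) and 24 (4 higher) in LAR in place of 5 (4 higher). On the joined table, DESeq2 called 22 miRNAs (5 higher) in BL1, 13 (7 higher) in BL2, 38 (4 higher) in M and 78 (24 higher) in LAR. DESeq2 was run with its default handling of outlying counts, which bears on sRNAs whose reads come from a single line. The cause was not tested.

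With edgeR's filter on low counts, 2 miRNAs (2 higher) were called in BL1, 0 in BL2 (42 at an unadjusted p-value under 0.05), 17 (5 higher) in M, 54 (35 higher) in LAR, 0 between BL1 and BL2 (85 at an unadjusted p-value under 0.05), 6 (1 higher) for LAR against BL1 and 62 (32 higher) for M against LAR, and 2 other sRNAs (1 higher) in BL1. With only the miRNAs of a mean of at least 5 reads, 4 (4 higher) were called in BL2, 35 (20 higher) in M, 40 (16 higher) for M against BL1 and 7 (2 higher) for LAR against BL1. Fewer tests and another estimate of the spread change together under a filter, and the cause was not tested.

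With a mean for each of 5 groups in the model, 28 miRNAs (26 higher) were called in BL1, 44 (44 higher) in BL2, 99 (79 higher) in M, 0 between BL1 and BL2 (327 at an unadjusted p-value under 0.05), 15 (6 higher) for LAR against BL2, 10 (3 higher) for LAR against BL1 and 19 (6 higher) for M against BL1, and 11 other sRNAs (10 higher) in BL1, 11 (10 higher) in M and 3 (2 higher) in LAR. Without the unclassified lines, 18 miRNAs (17 higher) were called in BL1 and 10 (10 higher) in BL2, and 7 other sRNAs (6 higher) in M. Without robust estimation, 0 miRNAs were called between BL1 and BL2 (340 at an unadjusted p-value under 0.05), 9 (4 higher) for LAR against BL1 and 35 (15 higher) for M against BL1, and 2 other sRNAs (1 higher) in LAR. With DESeq2's size factors in edgeR, 19 miRNAs (19 higher) were called in BL2 and 2 other sRNAs (1 higher) in LAR. With fractions kept, 8 other sRNAs (7 higher) were called in LAR. With normalization by miRNAs alone, 1 other sRNA (0 higher) was called in BL1, 5 (4 higher) in M and 15 (14 higher) in LAR. In the joined table of all sRNAs, 6 miRNAs (1 higher) were called for LAR against BL1. The cause of these changes was not tested.

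Across the 4 fits that each left out a LAR line, 36 to 63 miRNAs were called in LAR, 13 to 33 for LAR against BL2, 1 to 12 for LAR against BL1 and 30 to 48 for M against LAR, and 2 to 10 other sRNAs in LAR. The share that was higher moved as well, to 2 of 13 for LAR against BL2 without CAL148 and 12 of 22 without MFM223, and to 7 of 12 for LAR against BL1 without CAL148. For the other sRNAs in LAR, it moved from 4 of 5 in the main fit to 0 of 2 without SUM185. The difference in yRNA share of LAR lines was between −1.12 and 1.48 percentage points, so its sign depended on the lines included.

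Several line measures changed sign or crossed the threshold. The difference in detected snRNAs in BL1 lines (main −0.564) was 0.962 at 10 reads, 4.15 at 15 reads, 5.02 at 20 reads and 0.739 without the unclassified lines, in each case without passing the threshold. The difference in 7SK share of BL1 lines passed the threshold without the unclassified lines (0.0229 percentage points, p = 0.0281, exact two-sided permutation test), since BT20 had the highest share of all lines. The difference in tRNA-Ser share of BL1 lines passed it with all sRNA reads as the total (−0.0205 percentage points, p = 0.00481, same exact test). The adjusted Rand index (main −0.00393) was 0.327 with Ward linkage, 0.224 with the 100 most variable miRNAs and 0.192 with complete linkage. The cause was not tested, and several clusterings were tried, of which these had the smallest p-values.

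For single sRNAs, 431 of 507 values under alternatives kept their direction and their side of the threshold, 37 were weaker, 33 were stronger and 6 changed direction. With DESeq2's Wald test, the log2 fold change in BL1 was −0.57 for miR-124-5p and −0.89 for miR-124-3p, and on the joined table −0.32 and −0.63. With the reads of DU4475 counted, neither could be negative, since no line outside BL1 had more than 1 read of them. Across the 4 fits that each left out a LAR line, the fitted log2 fold change in LAR was between −0.76 and 11.01 for miR-4662a-3p and between −1.41 and 10.10 for miR-4662b, the lowest without MFM223, since that line held all of their LAR reads. Their high values are against lines with at most 2 reads and stand only for a lower bound. Of the calls among the other species, SNORA68 in BL1 stayed past the threshold under 5 of 8 alternatives. RNU7-19P and RN7SKP286 in BL1 each did under 6 of 7, and the 3 Y RNAs called in LAR under 7 or 8 of 12. Of the settings, DESeq2's Wald test changed the most of these values, with 9 weaker, 15 stronger and 2 reversed of 51.

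Other divisions of the same lines were used to test whether grouping by chance gives as many calls. For miRNAs against all other lines, 68 of 100 divisions gave at least as many calls as the real one in BL1 (8 calls), 35 of 100 in BL2 (29 calls), 8 of 100 in M (64 calls) and 6 of 100 in LAR (63 calls), the real division included. The largest number from another division in BL1 was 170. Chance therefore remains as an explanation for these 4 counts. With the filter on low counts, the numbers were 47 in BL1, 100 in BL2, 1 in M (17 calls) and 1 in LAR (54 calls), so for M and LAR no other division drawn gave as many. For pairs of subtypes, 1 of 100 divisions reached the real number for BL1 against BL2, LAR against BL2, LAR against BL1, M against BL1 and M against LAR, which is the real division itself, and 100 did for M against BL2, which had 0 calls (161 miRNAs at an unadjusted p-value under 0.05). For the other species, the numbers were 9 in BL1, 100 in BL2 (0 calls, 82 at an unadjusted p-value under 0.05), 13 in M and 9 in LAR.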

Differences from the paper's values

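Several counts of differential sRNAs were more than 1.5 times apart from the paper's. A gap was taken as closed when the numbers came within 1.5 times, whichever sRNAs were called and in whichever direction. The paper made its differential tests with MultiRankSeq, which was not run here, so each gap includes a change of test. Between BL1 and BL2, 3 miRNAs were called against the paper's 29. DESeq2's Wald test gave 35, and the other 6 alternatives set before the data were examined did not close the gap. Between LAR and BL1, 5 miRNAs were called against the paper's 49, and of the 11 alternatives only DESeq2's Wald test, with 58, closed the gap. Between M and BL1, 22 miRNAs were called against the paper's 71. DESeq2's Wald test gave 88, and the other 6 alternatives did not close the gap. Between M and LAR, 52 miRNAs were called against the paper's 105, and of the 11 alternatives only DESeq2's Wald test, with 127, closed the gap. Between LAR and BL2, 28 miRNAs were called against the paper's 82, and none of the 11 alternatives closed the gap (DESeq2's Wald test gave 140). Between M and BL2, 0 miRNAs were called (161 at an unadjusted p-value under 0.05) against the paper's 26, and none of the 7 alternatives closed the gap (DESeq2's Wald test gave 17).

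For BL1 against all other lines, 8 miRNAs were called against the paper's 18. Without the unclassified lines the count was 18, and the other alternatives set before the data were examined did not close the gap. The match was in number only, since 17 of those 18 were higher in BL1, while 14 of the paper's 18 were lower. DESeq2's Wald test on the joined table, chosen after seeing the values, gave 22. For BL2, 29 miRNAs were called against the paper's 6, and none of the 8 alternatives set before the data were examined closed the gap. With miRNAs of a mean of at least 5 reads, chosen after seeing the values, the count was 4. For M, 64 miRNAs were called against the paper's 41. DESeq2's Wald test (50), leaving out the unclassified lines (60) and the joined table (43) closed the gap, and the other alternatives set before the data were examined did not. The calls higher in M numbered 13, 44 and 31 under these settings, while 35 of the paper's 41 were lower. With miRNAs of a mean of at least 5 reads and with DESeq2's Wald test on the joined table, both chosen after seeing the values, the counts were 35 and 38.

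Over all sRNA species without isomiRs, 16 sRNAs were called in BL1 against the paper's 32. The model with 5 groups (42), DESeq2's Wald test (35) and leaving out the unclassified lines (24) closed the gap, and the other alternatives did not. In BL2, 31 were called against the paper's 6, and none of the 8 alternatives closed the gap. In LAR, 54 were called against the paper's 104. The model with 5 groups (85), DESeq2's Wald test (102) and normalization by miRNAs (77) closed the gap, and the other alternatives did not. Of the species other than miRNAs, 5 sRNAs were called in BL1 against the paper's 14, with DESeq2's Wald test (13) and the model with 5 groups (11) closing the gap, 3 in M against the paper's 7, with DESeq2's Wald test (5), leaving out the unclassified lines (7) and normalization by miRNAs (5) closing it, and 5 in LAR against the paper's 25, where only DESeq2's Wald test (24) closed it. The other alternatives did not. These numbers of the paper are counts of the rows of its Table S3, and for LAR its Table 2 adds up to 22 in place of 25, to which normalization by miRNAs (15) would also come within 1.5 times.

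Some sRNAs that the paper lists were not called here. With DESeq2's Wald test, 16 of the 18 miRNAs of Table S3 for BL1, 6 of 6 for BL2, 36 of 41 for M and 76 of 82 for LAR were called, where edgeR's quasi-likelihood test called 2, 4, 18 and 31. Most listed miRNAs that edgeR did not call were thus called from the same counts once the test was changed. The U2 snRNAs RNU2-7P, RNU2-33P, RNU2-36P, RNU2-37P, RNU2-48P and RNU2-61P in LAR, and SNORA11, SNORA21, SNORA48, SNORA74B and tRNA-Ser-ACT in BL1, were called by DESeq2's Wald test and under none of the other alternatives. RNU7-3P in BL1 was called by DESeq2's Wald test, with DESeq2's size factors in edgeR and with fractions kept, and RN7SKP113 by DESeq2's Wald test, without the unclassified lines and with the model of 5 groups. RN7SL664P in M was called with normalization by miRNAs. In LAR, the Y RNA ENSG00000201900 was called with fractions kept, with normalization by miRNAs and without CAL148 or MDAMB453, ENSG00000202533 with normalization by miRNAs and without MDAMB453, and RNY4P28 with fractions kept, with normalization by miRNAs and without MDAMB453. miR-200a-5p in M was called by DESeq2's Wald test, without robust estimation and without the unclassified lines, and miR-200b-5p by DESeq2's Wald test. Both were also called by DESeq2's Wald test on the joined table, which was chosen after seeing the values. RN7SK in BL1, RN7SL2 in M and tRNA-Ser-AGA in BL1 were called under none of the settings.

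The paper states that more miRNAs were found in M lines than in the other subtypes. Here, M lines had the lowest mean number of miRNAs with at least 5 reads of the 4 subtypes, 614 against 678 to 706. The paper states that BL1 lines had higher levels of snRNA. The mean snRNA share here was 0.564% in BL1, 0.591% in BL2, 0.650% in M and 0.223% in LAR lines. The paper cites a figure of numbers detected. snRNAs with a subtype mean of at least 5 reads numbered 130 in BL1, 129 in M, 122 in LAR and 116 in BL2. At 20 reads they numbered 76, 69, 60 and 62. The mean number per line with at least 5 reads was 109.9 in BL1 and 112.8 in M. The paper states that LAR lines had the most and BL2 lines the fewest exclusive sRNAs. Over all sRNA species, LAR lines also had the most here (54, with 46 in M), while BL1 lines had the fewest (16, with 31 in BL2). BL2 lines had the fewest with DESeq2's Wald test (15), with the model with 5 groups (33), after the filter on low counts (0, with 98 at an unadjusted p-value under 0.05) and without the unclassified lines (10), and LAR lines the most under each of these 4 settings. Without robust estimation, M lines had the most (53, with 51 in LAR), and the 4 fits that each left out a LAR line gave 35 to 61 in LAR. Of miRNAs alone, M had 64 and LAR 63, and 99 and 89 with the model with 5 groups. M also had more without robust estimation (66 and 64), with fractions kept (64 and 63) and without the unclassified lines (60 and 55). LAR had more with DESeq2's Wald test (106, with 50 in M) and after the filter on low counts (54 and 17). It also had more with DESeq2's size factors (77 and 70) and in the joined table (49 and 43). The same held for miRNAs with a mean of at least 5 reads (62 and 35) and for DESeq2's Wald test on the joined table (78 and 38). The paper's text has SNORA11, SNORA21, SNORA48 and SNORA74B enriched in BL1. Here their log2 fold changes in BL1 were −2.96, −2.01, −1.52 and −2.08. The paper's Table S3 also has them lower in BL1. All 14 other sRNAs looked up from that list for BL1 changed in its direction here. The paper states that yRNAs were enriched in LAR lines. The mean yRNA share here was 5.37% in LAR, 6.01% in BL2, 5.52% in M and 3.61% in BL1 lines. The 6 Y RNA copies of Table S3 were nevertheless all higher in LAR, with log2 fold changes of 1.46 to 2.25. Of these, 3 passed the threshold, with SUM185 holding 53.5% to 73.1% of the LAR counts of the 6.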

Other observations

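All tests in this part were chosen only after the results were seen. The miR-200 family was examined for explanations other than the subtype. If sequencing depth were the cause, the difference between M and the other lines would vanish after thinning every line to the same number of miRNA reads. It was −5.14 after thinning (p = 0.00142, exact two-sided permutation test). If the normalization were the cause, it would vanish with the library size only, where it was −5.02 (p = 0.00149, same exact test). Of the M lines, 6 of 6 were below the mean of the other lines. Whether it is particular to M lines cannot be told apart from a decrease shared with BL2 lines, as the difference between M and BL2 lines was −2.35 (p = 0.196, same exact test). BL2 lines were also lower than BL1 lines, by −4.80 (adjusted p = 0.0035 over 6 pairs, same test). MDAMB157, MDAMB231, MDAMB436 and SUM159 had 2.24, 1.86, 1.68 and 1.94, within the range of the M lines, and CAL851, HCC1806 and HDQP1 had 8.71, 8.71 and 7.69. These BL2 lines were named after their values were seen.

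The 2 genomic clusters of the family differed from each other in a few lines, named after their values were seen. BT20, which is unclassified, had a mean log2(CPM + 1) of 2.24 for the miRNAs of the cluster on chromosome 1 and 8.71 for those of the cluster on chromosome 12. CAL51 had 4.68 and 1.35, and MFM223 had 6.30 and 9.23.

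The number of miRNAs detected in M lines was examined for sequencing depth. The difference of −73.2 at 5 reads shrank to −6.67 when every line was thinned to the same number of reads, so depth may account for most of it.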
